# Global changes in gene expression associated with phenotypic switching of wild yeast

**DOI:** 10.1186/1471-2164-15-136

**Published:** 2014-02-17

**Authors:** Vratislav Šťovíček, Libuše Váchová, Markéta Begany, Derek Wilkinson, Zdena Palková

**Keywords:** Biofilm colony, Histone deacetylase, Phenotypic switching, Wild yeast strains

## Abstract

**Background:**

*Saccharomyces cerevisiae* strains isolated from natural settings form structured biofilm colonies that are equipped with intricate protective mechanisms. These wild strains are able to reprogram themselves with a certain frequency during cultivation in plentiful laboratory conditions. The resulting domesticated strains switch off certain protective mechanisms and form smooth colonies that resemble those of common laboratory strains.

**Results:**

Here, we show that domestication can be reversed when a domesticated strain is challenged by various adverse conditions; the resulting feral strain restores its ability to form structured biofilm colonies. Phenotypic, microscopic and transcriptomic analyses show that phenotypic transition is a complex process that affects various aspects of feral strain physiology; it leads to a phenotype that resembles the original wild strain in some aspects and the domesticated derivative in others. We specify the genetic determinants that are likely involved in the formation of a structured biofilm colonies. In addition to *FLO11*, these determinants include genes that affect the cell wall and membrane composition. We also identify changes occurring during phenotypic transitions that affect other properties of phenotypic strain-variants, such as resistance to the impact of environmental stress. Here we document the regulatory role of the histone deacetylase Hda1p in developing such a resistance.

**Conclusions:**

We provide detailed analysis of transcriptomic and phenotypic modulations of three related *S. cerevisiae* strains that arose by phenotypic switching under diverse environmental conditions. We identify changes specifically related to a strain’s ability to create complex structured colonies; we also show that other changes, such as genome rearrangement(s), are unrelated to this ability. Finally, we identify the importance of histone deacetylase Hda1p in strain resistance to stresses.

## Background

In the natural environment, microorganisms do not exist in stable and optimal growth conditions. Instead, microbial populations are often challenged by harmful external factors. The formation of complex multicellular communities, such as biofilms or colonies, provides an advantage for survival in the wild due to the cooperative behavior of cells and the establishment of common protective mechanisms [1]. Moreover, the adaptive responses of individual cells and their phenotypic heterogeneity, factors that enable efficient adaptation to a rapidly changing environment, are also important characteristics that allow populations to thrive in natural settings. Phenotypic switching is a mechanism by which phenotypic heterogeneity is achieved. This process generates cell phenotypes that are better adapted to a particular environment, thereby allowing a population to react flexibly to environmental changes [2]. In yeast, phenotypic switching generates a diverse array of changes, leading to the emergence of colonies with altered morphologies [3]. The appearance of different colonies occurs more frequently than somatic mutations. Although relatively stable during subsequent passages, the switched variants retain the ability to revert to their original phenotype [4].

Phenotypic switching is a phenomenon that is commonly observed in pathogenic yeasts [5]. Switching occurs at infection sites to generate phenotypes that effectively evade the host immune response [6]. The new phenotypes also exhibit features that contribute to increased virulence [7,8]. A phenotypic switch is defined as a random event that is not necessarily induced by external factors; however, environmental conditions can affect the frequency and direction of the switch. For example, certain strains of *Candida albicans* undergo a transition from a “white” to “opaque” colony phenotype and vice versa. Exposure to temperatures above 30°C increases the frequency of switching to the “white” phenotype [9]. Thus, white cells predominate in the blood stream at a physiological temperature of 37°C, whereas “opaque” cells more efficiently colonize the skin surface, an environment with a lower temperature [7]. Furthermore, anaerobic conditions and other environmental factors also mediate the transition to the “opaque” phenotype [10]. Thus, switching provides a mechanism of adaptation to certain niches and to a variety of physiological conditions.

Wild *Saccharomyces cerevisiae* strains isolated from their natural habitat also exhibit phenotypic heterogeneity and the ability to switch between two or more different colony phenotypes [11-15]. During laboratory cultivation on rich media, the switch is usually oriented toward the formation of less-structured colonies that differ in many features from their structured counterparts [14]. Such a switch, that we term “domestication” [13] results in the formation of strains that are stable during subsequent passages on agar media and that form smooth colonies similar to those formed by standard *S. cerevisiae* laboratory strains [13]. The formation of a domesticated derivative, BR-S, of the wild *S. cerevisiae* BR-F strain on a non-fermentable medium occurs efficiently with an average frequency of approximately 2-3% [13]. This frequency suggests that switching is caused by a regulated event rather than by random mutations. During cultivation of a BR-S strain under adverse conditions, we demonstrate the occurrence of reverse phenotypic changes that lead to the re-appearance of cell clones that form more structured colonies. We termed these strains “feral” strains. By comparing the transcriptomes of the original wild BR-F strain, its domesticated BR-S derivative and the feral BR-RF strain (the strain that restored biofilm colony formation), we determine the genome-wide expression alterations involved in phenotypic changes. In addition, we specify the factors involved in the formation of structured biofilm colonies. Finally, we show that at least some individual strain properties are under the control of epigenetic mechanisms and that recombination and genome rearrangements occur during phenotypic switching.

## Results

### Feral subclones derived from a BR-S strain under stress conditions form structured colonies

To induce the conversion of a BR-S strain to a strain with a wild-type phenotype, the opposite process of domestication, we set up various stressful and long-term starvation conditions. We incubated the BR-S strain statically (i.e., without shaking) for several months in various media with a limited carbon source. During incubation in MM medium with 2% ethanol, the number of colony-forming units (CFU) in the suspension was monitored. In parallel, the morphology (structured versus smooth) of the arising microcolonies was determined on GMA plates (Figure 1A). After inoculation, the static cell culture grew slowly until approximately the 60th day, as indicated by the slowly increasing number of CFU. From approximately the 75th day, the number of CFU started to decrease, suggesting a gradual dying of part of the population (Figure 1A). During this period, the number of cells forming smooth colonies decreased to a rate of about 5 × 10^4^ cells per ml of culture per day. Colonies with a structured morphology started to appear rarely among the smooth colonies on the 28th day or later. The frequency of their appearance reached approximately 0-7% of the CFU (Figure 1A). Interestingly, between days 30 and 110, the number of cells forming structured colonies increased to a rate of up to 400 to 2000 cells per ml of the culture per day in parallel cultures. Thus, at later stages of static cultivation (140 days), the proportion of structured colonies increased to as high as 26% (Figure 1A). In some static cultivations the cells forming structured colonies reached as high as 40% of all CFU (not shown). Structured colonies also emerged in static cultivations with MM medium that contained lower or higher ethanol concentrations. In addition, colonies appeared in cultivations without any carbon source, in which ethanol was replaced with NaNO_3_. When ethanol was replaced with fructose, structured colonies only appeared when the starting fructose concentration was 0.5% or lower; with a fructose concentration of 1 - 2%, no structured colonies were observed in cultivations lasting more than 200 days.

**Figure 1:**
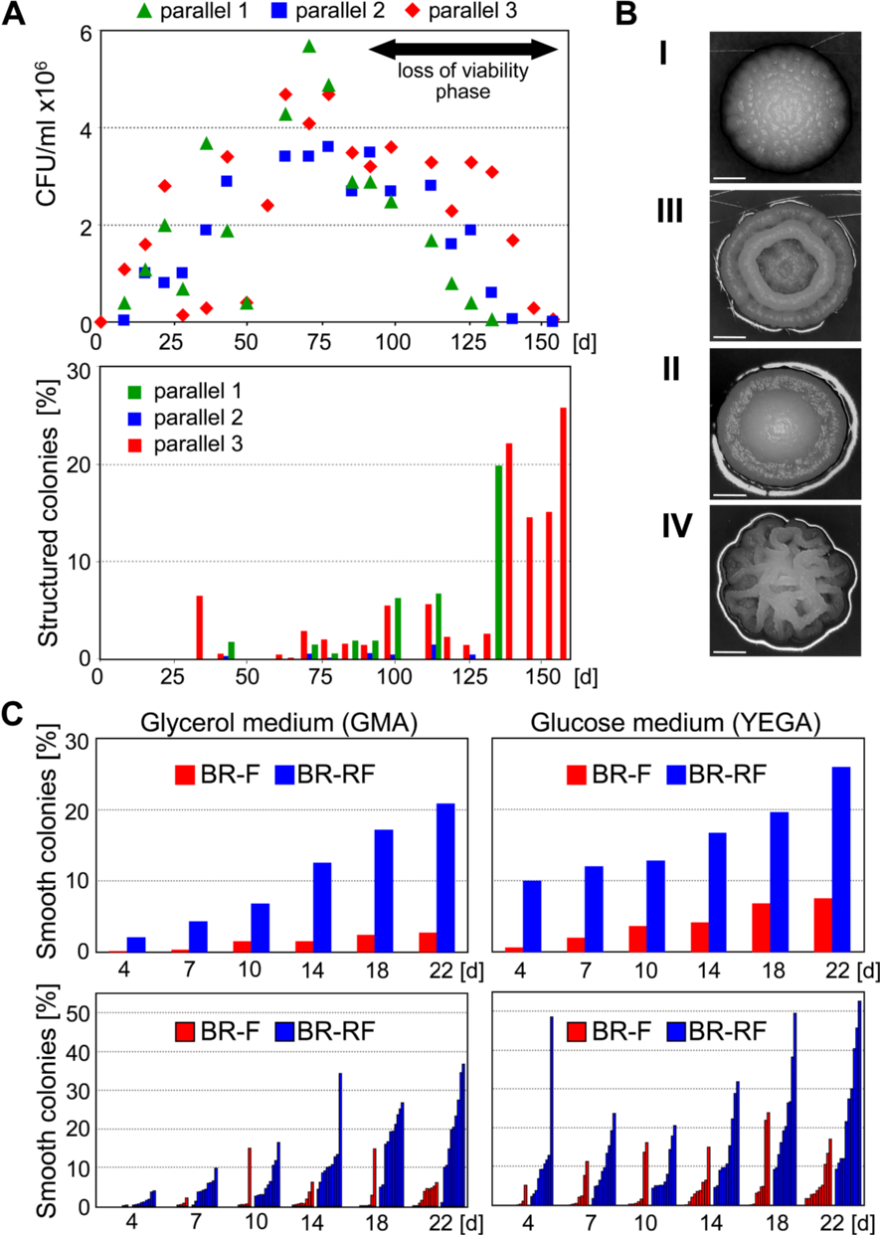
**Origin and stability of the BR-RF strain. A.** Upper panel, growth curve of 3 parallel static cultures of the BR-S strain in MM-2% ethanol medium, expressed as CFU/ml. Lower panel, appearance of cells forming structured colonies (switched phenotype) expressed as a percentage of total colony number. A representative experiment of the three is shown. **B.** Colonies with structured morphology originating from the BR-S strain during cultivation in static culture. From the top, morphotypes I, II, III and IV (the latter named BR-RF). Scale bar = 1 mm. **C.** Domestication frequency of colonies of the BR-F and BR-RF strains. The upper graphs represent the average appearance of smooth colonies after the re-plating of BR-F (red columns) and BR-RF (blue columns) colonies relative to the total CFU of all re-plated colonies. The bottom graphs show the switching frequencies of individual colonies, BR-F (red columns) and BR-RF (blue columns).

The morphology of the emerging structured colonies was not uniform, varying from moderately structured to a fully structured colony phenotype. We classified the emerging colonies into four typical colony phenotype categories (Figure 1B). Most of the isolated subclones were unstable; after re-plating, these colonies domesticated at a high frequency, thus preventing a more detailed characterization. The most stable subclones formed colonies of the IV^th^ category, phenotypically resembling biofilm colonies of the original wild BR-F strain. One of these subclones, designated BR-RF, was used for further analyses.

### The BR-RF strain domesticates more efficiently than the original wild BR-F strain

With the aim of monitoring the stability of the BR-RF strain, we compared the frequency of its domestication on fermentative and respiratory media (evaluated as the frequency of formation of smooth colonies) with that of the BR-F strain (Figure 1C). In BR-F colonies, the percentage of domesticated subclones ranged from 0.05% (4-day-old colonies) to 2.6% (22-day-old colonies) when grown on respiratory medium and from 0.6% (4-day-old colonies) to 7.5% (22-day-old colonies) when grown on fermentable medium (Figure 1C, upper graphs). In individual BR-F colonies, the frequency of domesticated subclones varied from 0% to 15% on respiratory and from 0% to 24% on fermentable medium (Figure 1C, bottom graphs). In BR-RF colonies grown on respiratory GMA, domesticated subclones appeared with an average frequency of 2% (4-day-old colonies) to 21% (22-day-old colonies), with variation in individual colonies from 0% to 37%. Similar to BR-F domestication, the frequency of BR-RF domestication was even higher when the BR-RF colonies were grown on fermentable YEGA; domestication varied from 10% (4-day-old colonies) to 26% (22-day-old colonies), with variation in individual colonies from 2% to 53% (Figure 1C).

### Morphology and physiology of colonies formed by the BR-RF strain

The morphology of colonies (bird’s-eye view) formed by the BR-RF strain was identical to that of colonies formed by the original BR-F strain (Figure 2A). Two-photon excitation confocal microscopy (2P-CM) confirmed that the BR-RF colony was composed of an aerial part and of subsurface roots attaching the colony to the substrate. This composition is similar to the organization of the BR-F colony [16]. The colonies of both strains contained internal cell-free cavities (Figure 2B). In contrast to BR-F colonies [16], BR-RF colonies were formed exclusively of oval cells, including the subsurface parts where chains of oval cells invaded the agar (Figure 2B) instead of the pseudohyphae that are typical of BR-F colonies. Thus, although the BR-RF strain gained the ability to form fully structured colonies, it did not revert its cell morphology and retained the oval cells typical of the BR-S strain (Figure 2D).

**Figure 2:**
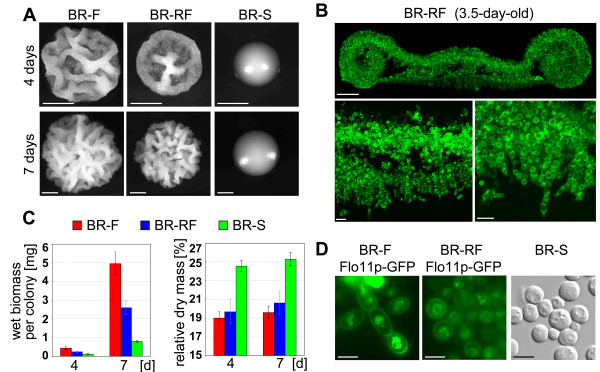
**Ultrastructure and physiological properties of colonies of the BR-RF strain and its ancestors. A.** Colonies of *S. cerevisiae* BR-F, BR-RF and BR-S strains. Scale bar = 1 mm. **B.** Vertical transversal cross-section of an 3.5-day-old BR-RF colony stained with ConA-AF and visualized by 2P-CM. Scale bar = 100 μm. At the bottom, magnification of the central region of the BR-RF colony (left) and lower subsurface part of the colony (right). Scale bar = 10 μm. **C.** Physiological characteristics of BR-F, BR-RF and BR-S colonies. Left, amount of wet biomass per colony. Right, relative amount of dry mass. **D.** Localization of Flo11p-GFP and morphology of cells taken from 4-day-old BR-F and BR-RF colonies. Right, Nomarski contrast image of cells from 4-day-old BR-S colonies. The Flo11p-GFP production in these colonies was below the detection level. Scale bar = 5 μm.

Although they formed similarly structured colonies, BR-F and BR-RF strains may have differed in other physiological parameters. We therefore analyzed BR-RF colonies grown on GMA for prominent characteristics previously found to be different between colonies formed by the BR-F and BR-S strains [14]. The analysis revealed that in some aspects, BR-RF colonies behaved as an “intermediate” between BR-F and BR-S colonies. This intermediate behavior was mostly related to wet biomass accrual (Figure 2C) and colony size (Figure 2A), while the water content (relative amount of dry mass) of BR-RF colonies was almost identical to BR-F colonies (Figure 2C).

Another typical feature of BR-F colonies was the presence of high-molecular-weight glycosylated protein (HMWGP), a possible constituent of the extracellular matrix (ECM). The production of HMWGP was switched off in BR-S colonies [13]. BR-RF colonies restored production of this protein, but at a lower level than in BR-F colonies. In addition, SDS-PAGE showed that the mobility of this protein was shifted to lower MW. This observation suggested that the molecule was shortened or underwent less glycosylation (Figure 3A). The presence of HMWGP (an ECM constituent) and a high content of water, possibly trapped by ECM [14] implied that BR-RF colonies restored ECM production. To demonstrate presence of ECM we prepared a BR-RF-p_GAL1_-GFP strain to monitor the ECM in the developing colony by 2P-CM, as previously described [16]. As in BR-F colonies [16], internal BR-RF colony regions were also protected via a low-permeable ECM (Figure 3B).

**Figure 3:**
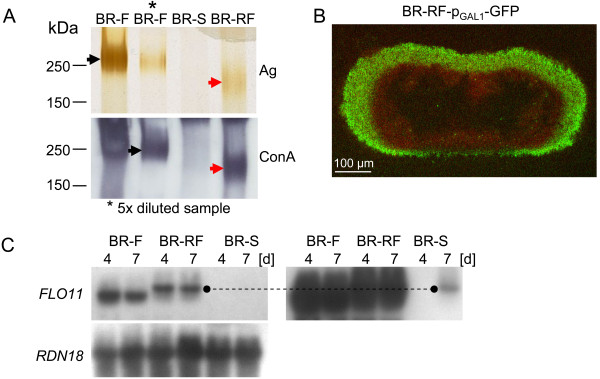
**Visualization of the ECM, presence of HMWGP protein and *FLO11 *mRNA in BR-RF colonies. A.** Glycoproteins in extracts from BR-F, BR-S and BR-RF colonies stained with silver (Ag) and visualized by the ConA/peroxidase (ConA) method; arrows indicate HMWGP in BR-F (black arrows) and in BR-RF (red arrows) colonies. **B.** Visualization of the ECM in vertical cross-sections of BR-RF-p_GAL1_-GFP colonies using 2P-CM. Green, GFP fluorescence indicates areas in which the inducer (galactose) reached the cells; red, autofluorescence of all colony cells visible in areas where the ECM prevented the inducer from accessing the cells. Intact colonies were induced from the bottom by placing them for 5 h on agar soaked with 2% galactose [16]. **C**. *FLO11* mRNA in 4- and 7-day-old BR-F, BR-RF and BR-S colonies. Right, stronger exposure revealed low *FLO11* mRNA levels in BR-S colonies. The discontinuous line compares the length of the *FLO11* transcripts in BR-RF and BR-S cells. The *RDN18* gene was used as an RNA loading control.

The production of the adhesin Flo11p is indispensable for the formation of structured colonies [14,17], and Flo11p production is switched off during wild strain domestication [13]. Both *FLO11* gene expression (Figure 3C) and Flo11p protein production (Figure 2D) are recovered in the BR-RF strain. Interestingly, the *FLO11* mRNA of the BR-RF strain is longer than that of the BR-F strain (Figure 3C).

### Genome-wide expression differences between BR-F, BR-RF and BR-S colonies

To obtain an overall view of the transcription characteristics typical of the biofilm colony phenotype, we isolated total RNA from 4-day-old and 7-day-old colonies formed by the BR-F, BR-S and BR-RF strains. We then compared the transcriptomes of the BR-RF versus BR-F strain, the BR-RF versus BR-S strain and the BR-F versus BR-S strain using a microarray (Additional file 1: Table S1). 

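Colonies of BR-F (the wild strain with structured colonies), BR-S (its smooth domesticated derivative) and BR-RF (the feral strain that regained structure) were compared on 18 two-colour spotted arrays, 3 for each couple of strains on each day. Each array held 13056 spots, of which 11146 carried the name of 1 of 5543 genes. The values used here are the median Cy3 and Cy5 intensities of each spot from TIGR Spotfinder, from which the local background had already been subtracted. The paper describes the 3 arrays of a couple as biological replicates, normalised by LOWESS in MIDAS and tested in MeV, with genes kept at 1.5-fold and p under 0.05. The deposited record describes the arrays numbered 1 and 2 as a dye swap of the same RNA. Spots marked as poor by the image software or without positive signal were left out, which left 8040 to 10291 named spots per array, and the log2 ratio of each array was normalised by loess. The spots of a gene were averaged, arrays 1 and 2 of a couple were averaged to biological replicate 1, and array 3 was taken as biological replicate 2. All 12 ratios were fitted together with limma, and a gene was called higher or lower at an adjusted p under 0.05 among the genes of its couple and day that were measured in both replicates (4347 to 4972 genes). Replicate 1 averages both dye orientations and replicate 2 holds only 1, so the spread between them also takes in dye effects. Array 3 of every couple carried the strains in opposite dyes on the 2 days, so dye effects of a gene also enter any difference between the days. The median standard error of a log2 ratio was 0.19, from a spread pooled over all couples and days. The p values cover only this spread between the 2 biological replicates, whose ratios correlated across genes at r = 0.385 to 0.820. Genes are not independent replicates in such a correlation, and the number of arrays limits the precision. In simulated data with this pooled spread in every couple and day and no dye effects of single genes, 10.3% to 25% of genes changed by 0.585 on the log2 scale (1.5-fold) were called, and 78% to 86.5% of those changed by 1. Ratios of genes are given on the log2 scale with their standard error (SE, n = 2 biological replicates, from the pooled spread and not from these 2 alone). Results without replicate 3 leave out array 3, which is all of biological replicate 2. Only 1 biological replicate then remains, with its spread taken from other couples and days, so a call lost there need not be a smaller effect. Losses of single calls cover those within a couple and day, and differences between days were not followed.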

Mutual comparison of the transcribed genes enabled the identification of genes specifically activated or repressed in complex structured biofilm colonies (represented by the BR-F and BR-RF strains) compared to smooth colonies (represented by the BR-S strain) (Table 1). However, the expression differences related to the structured biofilm colony phenotype were only a subset of the expression differences observed between the strains. 

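The wild and the feral strain both differed from the smooth strain in the same direction for 59 genes on day 4 and for 175 genes on day 7. These were 11.6% of the 508 genes called in at least 1 of the 3 couples on day 4, and 12.6% of the 1391 called on day 7, while without replicate 3 the counts of 59 and 175 came to 21 and 6. Another 2 genes on day 4 and 25 on day 7 were called in opposite directions in the 2 strains. *MAL12* (YGR292W), a maltase, was among the latter on day 7: its log2 ratio was 2.13 ± 0.29 (adjusted p = 0.00147) in BR-F over BR-S and -1.42 ± 0.29 (adjusted p = 0.00924) in BR-RF over BR-S. *MPH2* (YDL247W), a maltose permease, had ratios of 1.68 ± 0.20 and -1.14 ± 0.20 in the same comparisons. *MET17* (YLR303W), an enzyme of methionine synthesis, differed the other way, with -0.92 ± 0.17 in BR-F and 0.64 ± 0.17 in BR-RF. The maltose genes are close relatives of each other, and their spots may share signal. Without replicate 3, 4 of these calls were lost (*MAL12*, *MPH2* and *MET17*, log2 ratios of -1.38 to 0.60), and other settings ended calls on *MAL12*, *MPH2* and *MET17*.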

Other extensive differences unrelated to the colony phenotype were observed between BR-RF and BR-F colonies, as well as between BR-RF and BR-S colonies. Some of these differences are summarized in Figure 4 and discussed below. This finding supports the data described above indicating that some properties of BR-RF colonies differ from colonies formed by both BR-F and BR-S.

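Ribosomal protein genes were higher in BR-RF than in BR-F on both days. Of 126 measured on day 4, 42 rose and 0 fell (69 higher and 0 lower when adjusted over the list alone), with a median log2 ratio of 0.58 (set test adjusted p = 1.33e-29, adjusted p = 0.0635 with an estimated correlation). On day 7, 83 of 127 rose and 0 fell (96 higher and 0 lower when adjusted over the list alone), with a median of 0.92 (set test adjusted p = 2.12e-39, and adjusted p = 0.0396 with an estimated correlation). *RPP2A* (YOL039W) of the ribosomal stalk rose by 1.68 ± 0.22 on day 7, and *RPL2B* (YIL018W) by 1.68 ± 0.17. These genes lie on the left arm of chromosome XV and on chromosome IX. Genes of the glyoxylate cycle and gluconeogenesis were lower in BR-RF on day 7, where 6 of 15 fell and 0 rose (0 higher and 6 lower when adjusted over the list alone, median -0.79, set test adjusted p = 9.00e-08, and adjusted p = 0.0396 with an estimated correlation). These included *DLD1* (YDL174C), a mitochondrial D-lactate dehydrogenase, at -2.60 ± 0.18 and *FBP1* (YLR377C), fructose-1,6-bisphosphatase, at -2.15 ± 0.29. Of 34 respiratory chain genes, 13 fell on day 7 and 0 rose (0 higher and 17 lower when adjusted over the list alone, median -0.57, set test adjusted p = 3.33e-09, and adjusted p = 0.0396 with an estimated correlation), among them the cytochrome oxidase subunit gene *COX8* (YLR395C) at -1.57 ± 0.14. A call on *RPP2A* was lost under at least 1 other setting.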

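Between the wild and the smooth strain, 128 genes were higher and 76 lower in BR-F on day 4 among 4347 tested, and 297 and 249 on day 7 among 4898. Apart from the *ASP3* copies and *BSC1*, the largest increases were those of the sorbitol dehydrogenase genes *SOR1* (YJR159W), at 4.45 ± 0.57 (adjusted p = 0.00333) on day 4, and *SOR2* (YDL246C), at 4.10 ± 0.97 (adjusted p = 0.0295) on day 7. *ALD3* (YMR169C), an aldehyde dehydrogenase gene of the stress response, was lower in BR-F at -1.81 ± 0.28 on day 4. On day 7 the amino acid permease gene *AGP3* (YFL055W) was lower at -3.50 ± 0.26, the zinc-regulated cell wall gene *ZPS1* (YOL154W) at -2.04 ± 0.19, and the sulfonate transporter gene *SOA1* (YIL166C) at -1.95 ± 0.29. At the study's thresholds, taken here as 1.5-fold and an unadjusted p under 0.05 from limma, 261 genes were higher and 166 lower on day 4, and 429 and 339 on day 7. Without replicate 3, 73 and 91 genes were called in this couple on days 4 and 7. *SOR1* and *SOR2* are nearly identical in sequence, so a spot of either cannot be assigned to that gene alone. Calls on *SOR2* and *ALD3* were lost without replicate 3 (2 in all, log2 ratios of -1.87 to 4.04), and at least 1 other setting ended a call on *SOR2*.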

**Table 1:** Functional classification of genes up-regulated in particular colony phenotypes

	**Structured biofilm colony morphotype**	**Smooth colony morphotype**
**Cell wall**	SVS1, **ASP3-1,-2,-3,-4, BSC1,***OSW5*	**SPS100, CTS1** ***,*** *FLO9, PFS1, PSA1, ZPS1*
**Secretory transport & processing**	BST1, LST7, PER1, **CWH41, MNN9,***YOL107W, APM4, GVP36, YIP4*	BTN2, NCE102, **GYP7***, KTR4, PEP12, SNC2, TIM17, TIM21*
**Metabolism**	JLP1, MLS1, SNZ1, SNZ2, TPI1 **—***YMR226C, BNA1, ENO1, HPT1, MDH2, RHR2, SOL4*	DSF1, PIG2, **STR3**, *CRS5, CUP1-1, FBP26, FOL2, FRE6, HXK1, MTD1, NFS1, SFA1*
*Amino acids*	ARG3, ARG4, BAT1, MET17, MET22, **ARG1,***GDH3, LAP3*	*GCV1, GCV2, GCV3, SHM2*
*Lipids & fatty acids*	INO1 **—***ECI1, POT1, POX1, TES1, VPS66*	YNL144C, ERG3, ERG4, HFD1 — *AUR1*, *CEM1*, *CSG2, SUR1, SUR4*
*Nucleotides*		RNR4 **—***ADE1, ADE2, ADE8, ADE13, PRS3*
**Transport**	ITR1, PUT4, VHT1, **PDR12, VBA3,***ATO2, CAN1, GAP1, MEP2, PIC2*	YFL054C HXT15, MUP3, PHO84, THI74, ZRC1, **HXT5**, **HXT17**, **PHO89**, *YFL054C, HXT1, HXT2, HXT3, HXT4, HXT6, HXT10, , HXT12, HXT13, MAL11*, *PHO87, ZRT2*
**Degradation**	*HSP33, MGR1, NAS2, YSP3*	*ATG8, BSD2, CIC1, DFG16, GID8, JID1, UMP1, RPN5, RPN13, RPT2, SNA3, VID24, YPT53*
**Stress response**	DDR48, GRX3 **—***TSA1, YBL036C, CTA1, SOD2, TSA2*	OLA1, HSP42, SPG1, SSA3, SSA4, **APJ1, FES1**, **GPX1, HSP30, HSP78, SSE1,***YNL190W, AAD6, CCT5, CPR6, GLO1, GSH1, HSP104***,***HSP150, MGE1, OYE3, PST1, RCN2, SED1, STI1, TRX3, YDJ1,YGP1*
**Regulation**		
*Translation & RNA processing*	BRR2, MTQ2, SLF1, **DUS4**, **SPP381**, *IST3, MRS2, RPP1A, RPR2*	PUS2, SLH1**, NGL3, RPA135**, **RSC30,***YDR341C, CBF5, SRO9, RPP2A, RPS30B, RPL35B, RRP3, RRP7, SRC1*
*Signal transduction*	*FAR3*	GPA2, MTH1, MRK1, STD1, **LST8**, **RGS2,***YMR291W, GLC8, HRK1, KIC1, MTH1, STE7, YAK1*
*Cell cycle & polarity*	**SHE1**	PCL9, HBT1, TAH11, **CLG1,***CDC13, CDC3, DSE1, VHS1*
*Transcription*	CUP9, SFG1, TEC1, **YAP7,***DAL80*, *RDS1*	**YFL052W, HMS1**, **RLM1, USV1**, **ZPR1**, *ALPHA2, CIN5, GIS1, HAP4, OPI1, PHO2, STP2, STP4*
*- chromatin structure*	HHF1	**TOS8***, IOC4, HHT1, TMA23,TOD6*
**General transcription**		*IWR1, RBA50, RPA135, SPT15, SUA7, TAF12, TFA1*
Transposons*	8 genes, **10 genes,** 1 *genes*	
Unknown*	7 genes, **5 genes,***17 genes*	8 genes, **4 genes,***11 genes*
**Others**		YLR164W, **DIA1, DIA3, MRH1, MRPS17,***IXR1, PIN3*

Genes only expressed differently on the 4th day are in standard letters, genes differently expressed on both the 4th and 7th day are in bold, and genes only expressed differently on the 7th day are italicized.

*genes are listed in the Additional file 1: Table S1 and discussed in the text.

**Figure 4:**
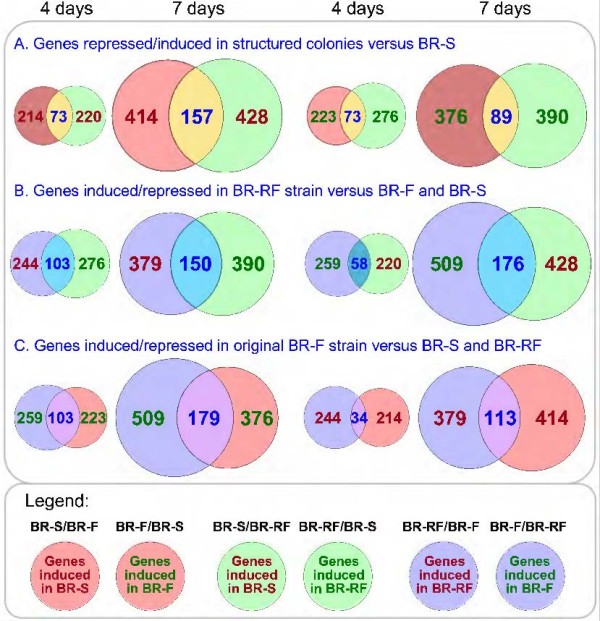
**Comparison of transcriptomes from cells forming BR-F, BR-RF and BR-S colonies.** Venn diagrams comparing genes induced in particular strain comparisons as indicated in titles of **A**, **B** and **C** panels. Red circles, comparison of BR-F versus BR-S; green circles, comparison of BR-S versus BR-RF; and blue circles, comparison of BR-F and BR-RF (see also the legend at the bottom of the figure).

### Expression characteristics of complex biofilm colonies

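*SPP381* (YBR152W), a splicing factor gene, was higher than in BR-S in both structured strains on both days, with log2 ratios on day 4 of 2.53 ± 0.51 (adjusted p = 0.0178) in BR-F and 3.54 ± 0.51 (adjusted p = 0.00348) in BR-RF. *DUS4* (YLR405W), which encodes a tRNA dihydrouridine synthase, had day 7 ratios of 3.20 ± 0.41 (adjusted p = 0.00111) and 2.61 ± 0.41 (adjusted p = 0.00263). They belonged to 33 genes on day 4 and 70 on day 7 that were higher in both BR-F and BR-RF than in BR-S, of which 22 were shared by the 2 days. At 1.5-fold and an unadjusted p under 0.05 in both couples, the numbers were 59 and 99. Given the genes called in each couple, 3.56 shared genes would be expected by chance among 4150 tested in both on day 4, and 19.2 among 4506 on day 7. Both ratios are taken over the same smooth strain, and part of the excess may come from shared BR-S RNA. In 20 simulations of strains that did not differ but shared their RNA, 0.05 genes on average and at most 1 were called in both couples in the same direction (higher or lower), and at 1.5-fold and an unadjusted p under 0.05 on average 8.95 on day 4 and 9.65 on day 7. Since no gene differed in them, few calls could arise in either couple. They therefore cannot show how far shared RNA adds to the overlap where many genes are called. The differences between the replicates of the 2 couples correlated across genes at r = 0.0464 on day 4 and −0.174 on day 7, against 0.492 and 0.498 in these simulations. Without replicate 3, 1 of these calls was lost (*SPP381*, log2 ratio 2.54).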

Comparison of the structured biofilm colony versus the smooth colony transcriptomes revealed 73 and 89 genes with significantly higher expression in 4- and 7-day-old structured colonies, respectively. In smooth colonies, the expression levels of 73 and 157 genes were increased in 4- and 7-day-old colonies, respectively (Figure 4, Table 1, Additional file 1: Table S1).

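*LST8* (YNL006W), a component of the TOR complexes, was lower in both structured strains, at -1.64 ± 0.16 (adjusted p = 0.000264) in BR-F and -1.15 ± 0.16 (adjusted p = 0.00285) in BR-RF on day 4, and at -0.83 ± 0.16 and -0.97 ± 0.16 on day 7. *PBI1* (YPL272C) was lower on day 4, at -2.07 ± 0.37 in BR-F and -2.32 ± 0.37 in BR-RF. Its ratios on day 7 were 0.15 ± 0.37 and 0.03 ± 0.37 and did not pass the test, and the difference between the days was not called in the test over all genes. The genes lower in both BR-F and BR-RF than in BR-S numbered 26 on day 4 and 105 on day 7, with 15 shared, where 1.44 and 22.2 were expected from the sizes of the lists. With 1.5-fold and an unadjusted p under 0.05 as thresholds the numbers were 55 and 144. Of the genes that Table 1 lists as higher in smooth colonies, 20 of 57 measured on day 4 and 82 of 143 on day 7 were lower in both structured strains, and of those it lists as higher in structured colonies, 17 of 41 and 36 of 52 were higher in both. Whether called or not, the ratios had the listed direction in both strains for 57 and 141 of the former and for 41 and 51 of the latter. The study chose these lists on the same samples, so their direction is not independent evidence. Of these calls, 2 were lost without replicate 3 (*LST8*, log2 ratios of -0.85 to -0.80).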

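Of 37 measured genes of N-glycosylation and Golgi mannosylation, 1 rose and 0 fell in BR-F over BR-S on day 4 (1 higher and 0 lower when adjusted over the list alone), and 2 rose and 0 fell on day 7. In BR-RF over BR-S, 1 of 36 rose on day 4 and 5 of 37 on day 7, when 1 fell (5 higher and 1 lower when adjusted over the list alone). The day 7 members included *STT3* (YGL022W), a subunit of oligosaccharyltransferase, at 0.85 ± 0.22 (adjusted p = 0.0261), and the mannosyltransferase gene *KTR4* (YBR199W), which fell, at -0.86 ± 0.17 (adjusted p = 0.00774). Of the O-mannosylation genes, 0 were called by limma in either structured strain on either day, with an unadjusted p under 0.05 for 0 of 8 in BR-F on day 4, 1 of 7 on day 7, and 0 of 7 and 1 of 6 in BR-RF. Of 17 genes of GPI anchor synthesis measured in BR-F over BR-S on day 4, 1 rose and 0 fell. Among the genes of secretory transport and processing in Table 1 that are listed as higher in structured colonies, 2 of 5 on day 4 and 3 of 6 on day 7 were higher in both structured strains, but the study chose them on these samples. Calls on *STT3* and *KTR4* were lost without replicate 3 (2 in all, log2 ratios of -0.96 to 0.79), and other settings ended calls on *STT3* and *KTR4*.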

The structured biofilm colonies up-regulated genes involved in protein secretion and modification. Some of these genes, such as *MNN9*, *CWH41*, *BST1* and *PER1,* influence the structure and the composition of the cell wall and/or the membrane. In addition, the structured colonies highly up-regulated genes for cell wall proteins such as *BSC1*, which is similar to the *FLO11,* and *ASP3* genes. On the other hand, the structured colonies down-regulated the expression of other cell wall-related genes such as *SPS100* and *CTS1* as well as genes related to secretion and protein modification. These data indicate that structured and smooth colonies differ in the carbohydrate and protein composition of their cell wall (Table 1).

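*MNN9* (YPL050C), a subunit of the Golgi mannosyltransferase complexes, was higher in both structured strains on both days. Its log2 ratio over BR-S was 1.68 ± 0.21 (adjusted p = 0.00124) in BR-F and 2.01 ± 0.21 (adjusted p = 0.000461) in BR-RF on day 4, and 2.63 ± 0.21 (adjusted p = 0.000114) and 2.19 ± 0.21 (adjusted p = 0.000366) on day 7, the last pair being 6.19-fold and 4.57-fold. *CWH41* (YGL027C), the glucosidase that trims N-glycans in the endoplasmic reticulum, was higher on day 7, at 1.10 ± 0.21 (adjusted p = 0.00956) in BR-F and 1.01 ± 0.21 (adjusted p = 0.0117) in BR-RF. On day 4 its ratios were 0.83 (adjusted p = 0.0565) and 0.78 (adjusted p = 0.0678). *BST1* (YFL025C), which removes the acyl chain of GPI-anchored proteins, was higher on day 4, at 1.39 ± 0.19 (adjusted p = 0.00257) and 0.91 ± 0.19 (adjusted p = 0.0235). On day 7 it was higher in BR-F, at 0.89 ± 0.19 (adjusted p = 0.015), with 0.34 (adjusted p = 0.252) in BR-RF. *PER1* (YCR044C), another enzyme of GPI anchor remodelling, had ratios of 0.64 (adjusted p = 0.144) and 0.73 (adjusted p = 0.105) on day 4 and of 0.58 (adjusted p = 0.119) and 0.62 (adjusted p = 0.083) on day 7, none of which passed the test. No difference between the days in these 4 genes was called in the test over all genes. Without replicate 3, 5 of these calls were lost (*CWH41* and *BST1*, log2 ratios of 0.75 to 1.19), and other settings ended calls on *CWH41* and *BST1*.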

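*BSC1* (YDL037C) had the largest ratio of any single-copy gene in BR-F over BR-S on both days, at 4.64 ± 0.40 (adjusted p = 0.000155) on day 4, or 24.9-fold, and 4.50 ± 0.40 (adjusted p = 0.000165) on day 7. In BR-RF over BR-S it was 4.81 ± 0.40 on day 4 and 3.63 ± 0.40 on day 7. The 4 copies of the cell wall asparaginase II gene, *ASP3-1* to *ASP3-4*, rose in all of these comparisons, with a median of 4.19 in BR-F and 4.88 in BR-RF on day 4 and of 4.06 and 3.70 on day 7. *ASP3-1* (YLR155C) was at 4.12 ± 0.28 (adjusted p = 2.25e-05) and 4.84 ± 0.28 (adjusted p = 1.82e-05) on day 4 and at 3.86 ± 0.28 and 3.92 ± 0.28 on day 7. In the couple of the 2 structured strains, *BSC1* had ratios of BR-RF over BR-F of -1.25 (adjusted p = 0.113) on day 4 and -0.98 (adjusted p = 0.133) on day 7. The *ASP3* copies are nearly identical and cannot be told apart by their spots, so that they count as 1 signal, which the study lists from the same samples, and *BSC1*, a relative of *FLO11*, may also share signal with other genes.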

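*SPS100* (YHR139C), a spore wall protein gene, was lower in both structured strains on day 4, at -1.65 ± 0.19 (adjusted p = 0.000685) in BR-F and -1.26 ± 0.19 (adjusted p = 0.00435) in BR-RF. On day 7 its ratios were -0.60 (adjusted p = 0.067) and -0.53 (adjusted p = 0.0797). *CTS1* (YLR286C), the chitinase that separates daughter from mother cells, was lower on both days, at -1.10 ± 0.27 (adjusted p = 0.0468) and -1.17 ± 0.27 (adjusted p = 0.0352) on day 4 and at -1.67 ± 0.27 (adjusted p = 0.00376) and -1.13 ± 0.27 (adjusted p = 0.0201) on day 7. *DSE1* (YER124C), a daughter cell gene, was lower on day 7, at -1.78 ± 0.22 in BR-F and -1.44 ± 0.22 in BR-RF. Of 10 measured genes of daughter cell separation, 3 fell in BR-F on day 4 and 0 rose (0 higher and 6 lower when adjusted over the list alone, median -0.60, set test adjusted p = 4.66e-05, adjusted p = 0.167 with an estimated correlation), and in BR-RF on day 7 4 fell and 0 rose (0 higher and 4 lower when adjusted over the list alone, median -0.45, set test adjusted p = 0.00166, adjusted p = 0.27 with an estimated correlation). Of the secretory transport and processing genes that Table 1 lists as higher in smooth colonies, 2 of 3 on day 4 and 5 of 6 on day 7 were lower in both structured strains, as chosen by the study on these samples. Among other markers of sporulating cells, of 13 measured genes of the spore wall and sporulation, 1 rose and 2 fell in BR-F on day 4. Calls on *SPS100* and *CTS1* were lost without replicate 3 (5 in all, log2 ratios of -1.66 to -1.05), and other settings ended calls on *SPS100* and *CTS1*.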

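Structural proteins of the cell wall moved in both directions. Of 29 measured in BR-F over BR-S on day 4, 5 rose and 1 fell (7 higher and 1 lower when adjusted over the list alone), and of 30 in BR-RF over BR-S on day 7, 2 rose and 11 fell (2 higher and 12 lower when adjusted over the list alone, median -0.33, set test adjusted p = 0.00681, adjusted p = 0.0922 with an estimated correlation). *YGP1* (YNL160W), a secreted wall glycoprotein gene, was lower on day 7 at -1.67 ± 0.33 (adjusted p = 0.01) in BR-F and -1.74 ± 0.33 (adjusted p = 0.0068) in BR-RF, and *CCW14* (YLR390W-A), an inner wall glycoprotein gene, at -0.95 ± 0.14 and -1.37 ± 0.14. The flocculin gene *FLO9* (YAL063C) was lower at -1.27 ± 0.29 and -1.20 ± 0.29, and *PSA1* (YDL055C), which makes the GDP-mannose used for glycosylation, at -1.20 ± 0.18 and -1.05 ± 0.18. *TIP1* (YBR067C), a cell wall mannoprotein gene, was higher in BR-F on day 4 at 1.96 ± 0.23, and was -2.61 ± 0.23 in BR-RF over BR-F on day 7, where the genes of chromosomes I to III, *TIP1* among them, had a median of −0.21. Without replicate 3, 7 of these calls were lost (*YGP1*, *CCW14*, *FLO9* and *PSA1*, log2 ratios of -1.89 to -0.82), and at least 1 other setting ended a call on *FLO9*. From *MNN9*, *CWH41*, *BST1*, *PER1*, *BSC1*, *ASP3*, *SPS100*, *CTS1* and other genes of secretion and protein modification, the paper reasons that the carbohydrate and protein make-up of the wall differs between structured and smooth colonies.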

The structured and smooth colonies also differed in their expression of metabolic genes and nutrient transporters. The structured colonies up-regulated amino acid metabolism genes and transporter genes, including genes involved in arginine and methionine metabolism. 

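Arginine synthesis was higher in both structured strains on day 4, when 2 of 6 measured genes rose in BR-F (3 higher and 0 lower when adjusted over the list alone, set test adjusted p = 0.0331, adjusted p = 0.273 with an estimated correlation) and 3 of 7 in BR-RF (3 higher and 0 lower when adjusted over the list alone, set test adjusted p = 0.00131, adjusted p = 0.225 with an estimated correlation), and none fell. *ARG1* (YOL058W), argininosuccinate synthetase, on the left arm of chromosome XV, whose genes were higher as a whole in BR-RF, was at 1.30 ± 0.26 (adjusted p = 0.0162) and 1.88 ± 0.26 (adjusted p = 0.00261) on day 4 and at 1.74 ± 0.26 and 1.69 ± 0.26 on day 7, and *ARG3* (YJL088W), ornithine carbamoyltransferase, at 0.70 ± 0.17 and 0.93 ± 0.17 on day 4. Of 28 methionine and sulfur genes in BR-F on day 4, 3 rose and 1 fell (9 higher and 1 lower when adjusted over the list alone, set test adjusted p = 0.00168, adjusted p = 0.123 with an estimated correlation), on day 7 0 rose and 7 fell (0 higher and 9 lower when adjusted over the list alone, set test adjusted p = 2.31e-05, adjusted p = 0.107 with an estimated correlation), and in BR-RF 0 of 27 were called by limma on day 4, with an unadjusted p under 0.05 for 8. *MET17* was at 0.74 ± 0.17 (adjusted p = 0.0286) in BR-F on day 4, and its fall by 1.66 from day 4 to day 7 passed the test of the difference between the days (adjusted p = 0.0167), which was not followed under other settings. Genes repressed on good nitrogen sources were higher on day 7, when 16 of 21 rose in BR-F (17 higher and 0 lower when adjusted over the list alone, median 1.30, set test adjusted p = 8.94e-23, adjusted p = 0.107 with an estimated correlation) and 4 of 19 rose and 1 fell in BR-RF (9 higher and 1 lower when adjusted over the list alone, median 0.45, set test adjusted p = 0.000202, adjusted p = 0.281 with an estimated correlation). The ammonium permease gene *MEP2* (YNL142W) was at 3.54 ± 0.28 (adjusted p = 0.000157) and 2.45 ± 0.28 (adjusted p = 0.000965), and the general amino acid permease gene *GAP1* (YKR039W) at 1.97 ± 0.26 and 1.49 ± 0.26. Of the amino acid genes in Table 1 for structured colonies, chosen by the study on these samples, 2 of 6 on day 4 and 2 of 3 on day 7 were higher in both strains. Of these calls, 6 were lost without replicate 3 (*ARG1*, *ARG3*, *MET17* and *GAP1*, log2 ratios of 0.73 to 1.79), and other settings ended calls on *ARG3* and *MET17*.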

The structured colonies also expressed genes involved in phospholipid biosynthesis and fatty acid β-oxidation, and they expressed the inositol transporter gene *ITR1*. In contrast, the few amino acid metabolism genes that were up-regulated in the smooth colonies were for the mitochondrial glycine decarboxylase complex. 

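*POX1* (YGL205W), the acyl-CoA oxidase of peroxisomal β-oxidation, was higher in both structured strains on day 7, at 1.77 ± 0.16 (adjusted p = 0.000157) in BR-F and 1.24 ± 0.16 (adjusted p = 0.000965) in BR-RF, and the isomerase gene *ECI1* (YLR284C) was at 1.71 ± 0.20 and 1.23 ± 0.20. In the list of β-oxidation genes, 6 of 22 rose in BR-F on day 7 and 0 fell (10 higher and 0 lower when adjusted over the list alone, median 0.53, set test adjusted p = 1.31e-07, adjusted p = 0.152 with an estimated correlation). In BR-RF 6 rose and 3 fell (7 higher and 5 lower when adjusted over the list alone, median 0.12, set test adjusted p = 0.191). *ITR1* (YDR497C), the inositol transporter gene, was higher in BR-F on day 4 at 0.96 ± 0.23 (adjusted p = 0.0414) and on day 7 at 0.85 ± 0.23 (adjusted p = 0.0389). Its ratios in BR-RF over BR-S were 0.54 (adjusted p = 0.257) on day 4 and -0.47 (adjusted p = 0.189) on day 7, and in the direct couple on day 7 it was lower in BR-RF than in BR-F, at -1.55 ± 0.23 (adjusted p = 0.00164). *INO1* (YJL153C), inositol-3-phosphate synthase, had day 4 ratios of 1.65 ± 0.32 (adjusted p = 0.0156) in BR-F and 1.18 (adjusted p = 0.0697) in BR-RF. Of 16 genes of phospholipid and inositol synthesis, 2 rose and 0 fell in BR-F on day 4 (4 higher and 0 lower when adjusted over the list alone). Calls on *ECI1*, *ITR1* and *INO1* were lost without replicate 3 (4 in all, log2 ratios of 0.98 to 1.91), and at least 1 other setting ended a call on *ITR1*.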

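*GCV1* (YDR019C), a subunit of the mitochondrial glycine decarboxylase, was lower in both structured strains on day 7, at -1.99 ± 0.17 (adjusted p = 0.000155) in BR-F and -1.98 ± 0.17 (adjusted p = 0.0003) in BR-RF. *GCV3* (YAL044C), another subunit, was at -1.69 ± 0.21 and -1.60 ± 0.21, and *SHM2* (YLR058C), the cytosolic serine hydroxymethyltransferase, at -1.32 ± 0.21 and -1.04 ± 0.21. Over the list of glycine decarboxylase and one-carbon genes, 5 of 9 fell and 0 rose in BR-F (2 higher and 5 lower when adjusted over the list alone, median -0.92, set test adjusted p = 3.79e-05, adjusted p = 0.107 with an estimated correlation), and 4 fell and 0 rose in BR-RF (0 higher and 4 lower when adjusted over the list alone, median -0.62, set test adjusted p = 0.000103, adjusted p = 0.0922 with an estimated correlation). For *GCV1* the day 4 ratios were -0.57 (adjusted p = 0.0868) and -0.34 (adjusted p = 0.356), and its fall from day 4 to day 7 passed the test of the difference between the days in BR-F (adjusted p = 0.0438) and in BR-RF (adjusted p = 0.0387). Whether these differences between the days held under other settings was not followed. Of the amino acid genes that Table 1 lists for smooth colonies, 3 of 4 were lower in both structured strains on day 7, and these were chosen on the same samples. Without replicate 3, 2 of these calls were lost (*SHM2*, log2 ratios of -1.37 to -0.80).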

The smooth colonies also up-regulated a number of nucleotide metabolism genes, genes involved in copper and iron resistance and homeostasis and several genes related to lipid metabolism. These included genes involved in ergosterol, sphingolipid and ceramide metabolism (*ERG3*, *SUR1*, *SUR4*, *CSG2*). 

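Purine synthesis genes were lower in the structured strains on day 7, with 5 of 15 lower and 0 higher in BR-F (1 higher and 6 lower when adjusted over the list alone, median -0.12, set test adjusted p = 0.0262, adjusted p = 0.324 with an estimated correlation) and 8 lower and 1 higher in BR-RF (1 higher and 9 lower when adjusted over the list alone, median -0.56, set test adjusted p = 0.000284, adjusted p = 0.128 with an estimated correlation). *ADE13* (YLR359W), adenylosuccinate lyase, was at -1.02 ± 0.18 (adjusted p = 0.00508) in BR-F and -1.38 ± 0.18 (adjusted p = 0.000968) in BR-RF, and *ADE8* (YDR408C), a transformylase of the same pathway, at -0.89 ± 0.24 and -1.01 ± 0.24. The metallothionein gene *CUP1-1* (YHR053C) was lower at -1.26 ± 0.18 (adjusted p = 0.0019) and -1.69 ± 0.18 (adjusted p = 0.000577) on day 7. Of 10 copper genes, 3 fell and 0 rose in BR-F (0 higher and 3 lower when adjusted over the list alone, median -0.50, set test adjusted p = 0.00245, adjusted p = 0.107 with an estimated correlation), and 5 fell and 0 rose in BR-RF (0 higher and 6 lower when adjusted over the list alone, median -0.68, set test adjusted p = 4.01e-05, adjusted p = 0.0922 with an estimated correlation). The genes of the fixed iron list went the other way in BR-F, where 10 of 26 rose and 3 fell on day 7 (10 higher and 3 lower when adjusted over the list alone, median 0.33, set test adjusted p = 0.00208, adjusted p = 0.107 with an estimated correlation), while in BR-RF 1 of 23 rose and 1 fell. Among them *HMX1* (YLR205C), a heme oxygenase gene, was at 1.37 ± 0.19 in BR-F. The ratios of *FRE6*, which Table 1 lists for smooth colonies, lay below 0 in both strains on day 7, as given at the end. The 2 *CUP1* copies are identical and share signal. Of these calls, 4 were lost without replicate 3 (*ADE13*, *ADE8* and *HMX1*, log2 ratios of -1.08 to 1.17), and at least 1 other setting ended a call on *ADE8*.

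**Figure D1:**
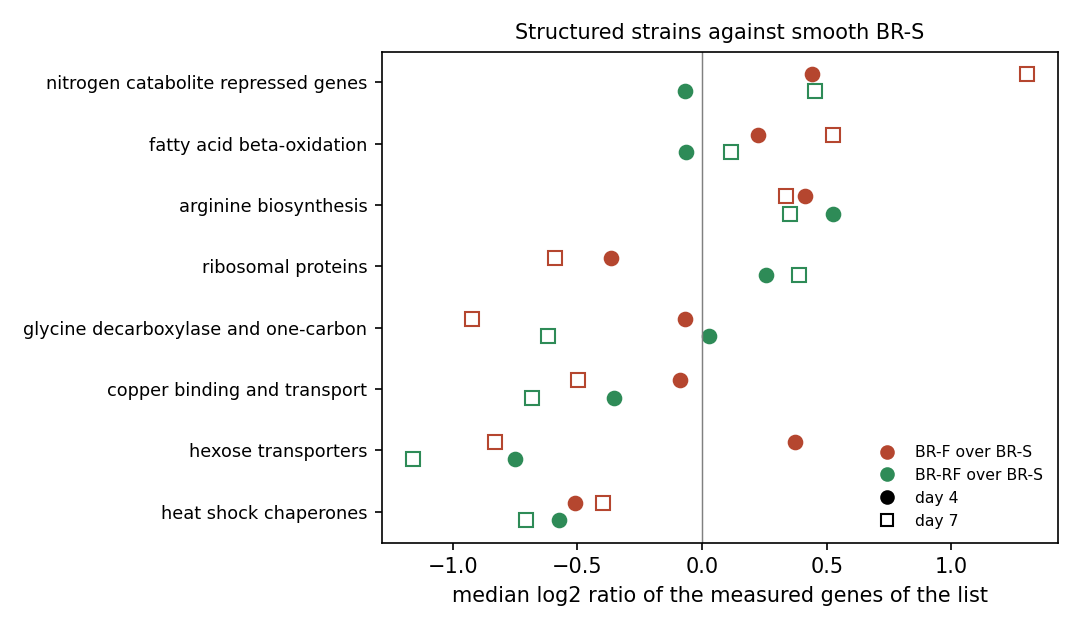
Median log2 ratio over BR-S of the measured genes of 8 gene lists, in BR-F and in BR-RF on days 4 and 7. On day 7 the median of the nitrogen catabolite repressed genes was 1.30 in BR-F, and that of the hexose transporter genes was -1.16 in BR-RF.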

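*ERG3* (YLR056W), the sterol C-5 desaturase of ergosterol synthesis, was lower than in BR-S in both structured strains on day 4, at -1.95 ± 0.17 (adjusted p = 0.000167) in BR-F and -0.70 ± 0.17 (adjusted p = 0.0488) in BR-RF. On day 7 it was lower in BR-F, at -0.71 ± 0.17 (adjusted p = 0.0266), and higher in BR-RF, at 1.50 ± 0.17 (adjusted p = 0.000789). The rise in BR-RF from day 4 to day 7 passed the test of the difference between the days (adjusted p = 0.00688), which was not followed under other settings. Of 20 ergosterol genes, 3 fell and 0 rose in BR-F on day 4 (1 higher and 5 lower when adjusted over the list alone, median -0.22, set test adjusted p = 0.0012, adjusted p = 0.102 with an estimated correlation), and 8 of 21 rose and 0 fell in BR-RF on day 7 (9 higher and 0 lower when adjusted over the list alone, median 0.26, set test adjusted p = 0.000565, adjusted p = 0.0922 with an estimated correlation). *CSG2* (YBR036C), needed for mannosylation of sphingolipids, was lower on day 7 at -0.88 ± 0.18 (adjusted p = 0.0118) in BR-F and -1.13 ± 0.18 (adjusted p = 0.00286) in BR-RF. *SUR1* (YPL057C), a subunit of the same enzyme, was at -0.59 (adjusted p = 0.185) and -1.54 ± 0.27 (adjusted p = 0.0045), and *SUR4*, named *ELO3* (YLR372W) in the annotation, a fatty acid elongase, at -0.60 (adjusted p = 0.0991) and -1.19 ± 0.21 (adjusted p = 0.00504). Whether these genes differed between BR-F and BR-RF was tested in the direct couple, where *SUR1* was lower in BR-RF at -0.92 ± 0.27 (adjusted p = 0.0416) and *ELO3* had -0.56 (adjusted p = 0.108) on day 7. Of 20 sphingolipid genes, 5 fell and 0 rose in BR-RF on day 7 (0 higher and 5 lower when adjusted over the list alone), and 2 fell and 1 rose in BR-F. Calls on *ERG3*, *CSG2*, *SUR1* and *ELO3* were lost without replicate 3 (6 in all, log2 ratios of -1.44 to -0.68), and other settings ended calls on *ERG3* and *SUR1*.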

The transporter genes included those for the transport of hexoses and phosphate (*PHO84*, *PHO87*) (Table 1).

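Hexose transporter genes were lower in the structured strains on day 7, where 5 of 20 fell and 0 rose in BR-F (0 higher and 13 lower when adjusted over the list alone, set test adjusted p = 1.61e-05, adjusted p = 0.152 with an estimated correlation). In BR-RF 14 fell and 0 rose (0 higher and 15 lower when adjusted over the list alone, set test adjusted p = 1.47e-11, adjusted p = 0.0922 with an estimated correlation). *HXT3* (YDR345C) was at -0.97 ± 0.19 (adjusted p = 0.0099) in BR-F and -1.78 ± 0.19 (adjusted p = 0.000577) in BR-RF, and *HXT6* (YDR343C) at -0.94 ± 0.21 and -1.81 ± 0.21. On day 4, limma called 0 of 18 measured in BR-F (7 at an unadjusted p under 0.05) and 4 of 19 fell in BR-RF (0 higher and 7 lower when adjusted over the list alone, median -0.75, set test adjusted p = 4.42e-06, adjusted p = 0.225 with an estimated correlation). *PHO84* (YML123C), the high-affinity phosphate transporter gene, was lower in BR-F on day 4 at -1.05 ± 0.22 (adjusted p = 0.0199), with -0.57 (adjusted p = 0.2) in BR-RF. *PHO87* (YCR037C), a low-affinity transporter gene, was lower in BR-RF on day 7 at -1.15 ± 0.34 (adjusted p = 0.0428), with -0.89 (adjusted p = 0.119) in BR-F. Of the phosphate regulon, 1 of 15 measured genes fell in BR-F on day 4, and 3 of 20 fell and 1 rose in BR-RF on day 7. The *HXT* genes are close relatives and their spots may share signal. Without replicate 3, 3 of these calls were lost (*HXT3*, *HXT6* and *PHO87*, log2 ratios of -1.34 to -0.88), and other settings ended calls on *PHO84* and *PHO87*.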

In addition, the smooth colonies up-regulated a large group of genes related to the stress response (28 genes), including genes for various chaperones, genes involved in cell wall stress response/maintenance and certain genes involved in the oxidative stress response. 

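Chaperone genes were lower in both structured strains on both days. Of 31 measured in BR-F on day 4, 9 fell and 0 rose (0 higher and 11 lower when adjusted over the list alone, median -0.51, set test adjusted p = 1.75e-12, adjusted p = 0.102 with an estimated correlation), and of 30 in BR-RF, 8 fell and 0 rose (0 higher and 17 lower when adjusted over the list alone, median -0.57, set test adjusted p = 1.13e-13, adjusted p = 0.102 with an estimated correlation). On day 7 9 fell in BR-F (0 higher and 13 lower when adjusted over the list alone, median -0.40, set test adjusted p = 5.59e-06, adjusted p = 0.214 with an estimated correlation), and in BR-RF 17 fell and 1 rose (1 higher and 20 lower when adjusted over the list alone, median -0.71, set test adjusted p = 1.27e-09, adjusted p = 0.122 with an estimated correlation). *FES1* (YBR101C), an exchange factor of Hsp70, was at -1.38 ± 0.23 (adjusted p = 0.00697) in BR-F and -1.59 ± 0.23 (adjusted p = 0.00343) in BR-RF on day 4, and at -1.53 ± 0.23 and -2.14 ± 0.23 on day 7. *SSE1* (YPL106C), another exchange factor, was at -1.24 ± 0.20 and -1.59 ± 0.20 on day 7, and *BTN2* (YGR142W), which sorts misfolded proteins, at -1.62 ± 0.24 and -1.42 ± 0.24 on day 4. *OYE3* (YPL171C), an NADPH oxidoreductase of the oxidative stress response, was at -1.50 ± 0.25 and -2.29 ± 0.25 on day 7. Of the stress response genes that Table 1 lists as higher in smooth colonies, 6 of 11 on day 4 and 14 of 23 on day 7 were lower in both structured strains, on the samples from which the study chose them. Of these calls, 5 were lost without replicate 3 (*FES1*, *SSE1*, *BTN2* and *OYE3*, log2 ratios of -1.51 to -1.26).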

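The peroxiredoxin gene *TSA2* (YDR453C) was higher in both structured strains on day 7, at 0.94 ± 0.15 (adjusted p = 0.00376) in BR-F and 1.11 ± 0.15 (adjusted p = 0.0014) in BR-RF. The peroxisomal catalase gene *CTA1* (YDR256C) was at 1.43 ± 0.20 (adjusted p = 0.0019) and 0.77 ± 0.20 (adjusted p = 0.0266), and *SOD2* (YHR008C), the mitochondrial superoxide dismutase gene, at 0.66 ± 0.18 (adjusted p = 0.0427) and 0.60 ± 0.18 (adjusted p = 0.048). *TSA1* (YML028W) was higher in BR-RF at 0.95 ± 0.20 (adjusted p = 0.0126), and was not measured in both replicates of BR-F over BR-S on that day. The glutaredoxin gene *GRX3* (YDR098C) had day 4 ratios of 0.69 (adjusted p = 0.0652) and 0.57 (adjusted p = 0.13). *DDR48* (YMR173W), induced by DNA damage, was higher on day 4 at 1.37 ± 0.22 (adjusted p = 0.00567) in BR-F and 0.90 ± 0.22 (adjusted p = 0.0443) in BR-RF, and *RAD10* (YML095C), an endonuclease of excision repair, on day 7 at 0.66 ± 0.19 (adjusted p = 0.0483) and 0.68 ± 0.19 (adjusted p = 0.0355). On day 7 *YBL036C* was at 0.93 ± 0.25 (adjusted p = 0.0366) in BR-F and 0.74 (adjusted p = 0.0684) in BR-RF, and *DDI3* (YFL061W) at 0.82 (adjusted p = 0.122) and 0.21 (adjusted p = 0.695). In the list of oxidative stress defence, 6 of 29 rose and 4 fell in BR-F on day 7 (8 higher and 5 lower when adjusted over the list alone), and 8 rose and 4 fell in BR-RF (12 higher and 7 lower when adjusted over the list alone). Calls on *TSA2*, *CTA1*, *SOD2*, *DDR48*, *RAD10* and *YBL036C* were lost without replicate 3 (10 in all, log2 ratios of 0.57 to 1.47), and other settings ended calls on *CTA1*, *SOD2*, *DDR48*, *RAD10* and *YBL036C*.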

The few stress response genes induced in structured colonies included oxidative stress response genes (*GRX3*, *TSA1*, *TSA2*, *CTA1* and *SOD2*) and genes involved in DNA damage response and repair (*DDR48*, *YBL036C*, *DDI3* and *RAD10*) (Table 1).

The cells of structured and smooth colonies also differed in their expression of a remarkable number of genes involved in signaling cascades (1 gene up-regulated in the structured and 13 genes in the smooth colonies), transcription regulators (6 genes up-regulated in the structured and 13 genes in the smooth colonies) and genes involved in translation and RNA processing (9 genes up-regulated in the structured and 14 genes in the smooth colonies). 

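Of the signalling genes that Table 1 lists as higher in smooth colonies, 2 of 6 on day 4 and 7 of 9 on day 7 were lower in both structured strains. *GPA2* (YER020W), the G protein subunit of the glucose-sensing cAMP pathway, was at -0.65 ± 0.13 (adjusted p = 0.0148) in BR-F and -0.57 ± 0.13 (adjusted p = 0.0303) in BR-RF on day 4. *FAR3* (YMR052W), of the pheromone arrest pathway, which the table lists for structured colonies, was at 0.58 (adjusted p = 0.276) and 0.92 (adjusted p = 0.0744) on day 7. Of the transcription regulators listed for smooth colonies, 2 of 5 and 5 of 12 were lower in both, among them *CIN5* (YOR028C), a bZIP factor of the salt response, at -0.92 ± 0.22 (adjusted p = 0.0224) and -1.74 ± 0.22 (adjusted p = 0.000965) on day 7. *DAL80* (YKR034W), a repressor of nitrogen genes that is listed for structured colonies, was higher at 1.60 ± 0.44 (adjusted p = 0.0465) and 1.85 ± 0.44 (adjusted p = 0.022) on day 7. Of the translation and RNA genes listed for structured colonies, 2 of 5 on day 4 and 4 of 6 on day 7 were higher in both, such as the splicing factor gene *IST3* (YIR005W), on the right arm of chromosome IX, where only the left arm passed as higher in BR-RF, at 1.00 ± 0.23 and 0.96 ± 0.23 on day 7. Of those listed for smooth colonies, 1 of 5 on day 4 and 5 of 12 on day 7 were lower in both, such as *RPA135* (YPR010C) of RNA polymerase I at -1.25 ± 0.24 and -1.23 ± 0.24 on day 7, while *RPP2A*, on the left arm of chromosome XV, was at -0.62 (adjusted p = 0.1) in BR-F and higher in BR-RF at 1.40 ± 0.22 (adjusted p = 0.00286). The study chose all of these lists on the same samples. Without replicate 3, 10 of these calls were lost (*GPA2*, *CIN5*, *DAL80*, *IST3*, *RPA135* and *RPP2A*, log2 ratios of -1.40 to 2.00), and other settings ended calls on *GPA2*, *DAL80* and *IST3*.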

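*SFG1* (YOR315W), a regulator of superficial pseudohyphal growth, was higher than in BR-S in both structured strains on day 4, at 0.79 ± 0.15 (adjusted p = 0.0182) in BR-F and 1.11 ± 0.15 (adjusted p = 0.00442) in BR-RF. *TEC1* (YBR083W), which acts with Ste12p on filamentation genes, was higher in BR-F at 1.41 ± 0.24 (adjusted p = 0.00835), or 2.65-fold, with 0.69 (adjusted p = 0.164) in BR-RF. In the direct couple of BR-RF over BR-F on day 4 the ratio of *TEC1* was -0.49 (adjusted p = 0.29). *MGA1* (YGR249W), a regulator of the same kind, was higher in BR-F on day 4 at 1.27 ± 0.19, and *HMS1* (YOR032C), another one, was lower at -1.35 ± 0.25. Of 32 measured genes of filamentous growth, 4 rose and 2 fell in BR-F on day 4 (7 higher and 4 lower when adjusted over the list alone), and 1 of 35 rose and 1 fell in BR-RF (1 higher and 1 lower when adjusted over the list alone). Of these calls, 3 were lost without replicate 3 (*SFG1*, *TEC1* and *MGA1*, log2 ratios of 0.91 to 1.52), and at least 1 other setting ended a call on *SFG1*.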

The transcription factor genes up-regulated in the structured colonies included *TEC1* and *SFG1*, which are involved in yeast filamentation and pseudohyphal growth. In contrast, the smooth colonies up-regulated *RLM1*, *YFL052W* and *USV1*, which are related to cell wall integrity. They also up-regulated several genes related to chromatin structure and remodeling (*TOS8*, *TOD6*, *TMA23*, *IOC4* and *HHT1*) (Table 1).

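*RLM1* (YPL089C), the transcription factor of the cell wall integrity pathway, was lower in both structured strains on day 7, at -0.78 ± 0.18 (adjusted p = 0.019) in BR-F and -0.99 ± 0.18 (adjusted p = 0.005) in BR-RF, and on day 4 at -0.57 (adjusted p = 0.105) in BR-F and -0.79 ± 0.18 (adjusted p = 0.0318) in BR-RF. *USV1* (YPL230W), a zinc finger regulator, was lower on both days, at -0.72 ± 0.14 (adjusted p = 0.016) and -0.84 ± 0.14 (adjusted p = 0.00851) on day 4 and at -0.84 ± 0.14 (adjusted p = 0.0048) and -1.34 ± 0.14 (adjusted p = 0.000577) on day 7. *YFL052W*, named *ZNF1* in the annotation, was lower at -1.50 ± 0.27 (adjusted p = 0.00915) in BR-F on day 4, with -0.73 (adjusted p = 0.18) in BR-RF, and at -0.93 ± 0.27 (adjusted p = 0.047) and -0.90 ± 0.27 (adjusted p = 0.0432) on day 7. *MID2* (YLR332W), a sensor of the same integrity pathway, was lower in BR-RF at -2.15 ± 0.20 on day 7, with -0.52 (adjusted p = 0.129) in BR-F. None of these genes was called in the test of the difference between the days. Calls on *RLM1*, *USV1* and *ZNF1* were lost without replicate 3 (8 in all, log2 ratios of -1.27 to -0.78), and other settings ended calls on *RLM1*, *USV1* and *ZNF1*.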

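*TOS8* (YGL096W), a homeodomain protein gene, was lower than in BR-S in both structured strains on day 7, at -1.36 ± 0.23 (adjusted p = 0.00456) in BR-F and -1.10 ± 0.23 (adjusted p = 0.0107) in BR-RF. *TOD6* (YBL054W), a repressor of ribosome biogenesis genes, was at -0.78 ± 0.22 (adjusted p = 0.0426) and -0.90 ± 0.22 (adjusted p = 0.02). *IOC4* (YMR044W), of the Isw1 remodelling complex, was lower in BR-RF at -0.79 ± 0.17 (adjusted p = 0.0112), with -0.54 (adjusted p = 0.0608) in BR-F, and *TMA23* (YMR269W) at -0.74 ± 0.20 (adjusted p = 0.0289) with -0.58 (adjusted p = 0.0825). The histone H3 gene *HHT1* (YBR010W) had ratios of -0.97 (adjusted p = 0.0911) and -1.04 (adjusted p = 0.0593). Of 8 measured histone genes in BR-F on day 7, the linker histone and the variant H2A.Z included, 1 rose and 0 fell, and of 9 in BR-RF, 2 rose and 0 fell. The genes that rose were the linker histone gene *HHO1* (YPL127C), at 0.81 ± 0.19 in BR-F and 0.69 ± 0.19 in BR-RF, and *HTZ1* (YOL012C), the histone variant H2A.Z, at 0.98 ± 0.18 in BR-RF. *HTZ1* lies on the left arm of chromosome XV, whose genes were higher as a whole in BR-RF. Without replicate 3, 9 of these calls were lost (*TOS8*, *TOD6*, *IOC4*, *TMA23*, *HHO1* and *HTZ1*, log2 ratios of -1.13 to 1.07), and other settings ended calls on *TOD6*, *IOC4*, *TMA23* and *HHO1*.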

In addition, the structured colonies predominantly expressed genes for transposons and a large group of genes with unknown function, some of which were localized to the subtelomeric regions (Table 1).

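The 2 retrotransposon reading frames *YMR046C* and *YJR026W*, both chosen after their values were seen since the list of Ty genes fixed beforehand matched 0 genes by name, were higher in both structured strains on day 4. *YMR046C* was at 2.76 ± 0.14 (adjusted p = 6.01e-06) in BR-F and 2.27 ± 0.14 (adjusted p = 2.34e-05) in BR-RF, and *YJR026W* at 2.92 ± 0.30 and 2.45 ± 0.30. Another such frame, *YHR214C-B*, which was named as a member of the list of genes between 10 and 25 kb of a chromosome end, was at 1.49 ± 0.17 in BR-F and 1.58 ± 0.17 in BR-RF. Copies of Ty elements are nearly identical, so that a spot reads many of them together and its value cannot be assigned to 1 place in the genome. The fall of *YMR046C* in BR-RF over BR-S from day 4 to day 7, to 0.86 ± 0.14, passed the test of the difference between the days (adjusted p = 0.0387), which was not followed under other settings. *VBA3* (YCL069W), a permease gene within 10 kb of a chromosome end, was higher in both strains on day 4, at 1.25 ± 0.24 (adjusted p = 0.0122) and 1.98 ± 0.24 (adjusted p = 0.00117). Of the 72 genes within 10 kb of a chromosome end that were measured against BR-S in both strains on day 4, 1 was higher in both and 0 were lower, and on day 7 it was 3 higher and 1 lower of 92. Of these calls, 2 were lost without replicate 3 (*YMR046C* and *VBA3*, log2 ratios of 0.86 to 1.55).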

### BR-RF colonies up-regulated expression of genes located at specific positions in chromosomes

BR-RF colonies increased the expression of 244 genes and 379 genes in 4- and 7-day-old colonies, respectively, compared with BR-F colonies. 

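Among the genes higher in BR-RF than in BR-F on day 4 were *ASE1* (YOR058C), a microtubule-bundling protein of the spindle, at 1.88 ± 0.22 (adjusted p = 0.00192), the ribosomal protein gene *RPS9A* (YPL081W) at 1.77 ± 0.32 (adjusted p = 0.0111), *IZH4* (YOL101C) at 1.56 ± 0.20 (adjusted p = 0.00351) and the invertase gene *SUC2* (YIL162W) at 1.47 ± 0.24 (adjusted p = 0.00764). On day 7 the largest increases were those of *YDL114W*, at 3.95 ± 0.53 (adjusted p = 0.00133), of *ERG3* at 2.55 ± 0.17 and of *JLP1* (YLL057C), a sulfonate dioxygenase, at 2.55 ± 0.31. In all, 145 of 4952 genes were higher on day 4 and 385 of 4972 on day 7. At 1.5-fold and an unadjusted p under 0.05 the numbers were 251 and 448. *IZH4* lies on the left arm of chromosome XV and *SUC2* on chromosome IX. The call on *RPS9A* was lost without replicate 3 (1 in all, log2 ratio 1.47).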

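The sorbitol dehydrogenase genes had the lowest ratios of BR-RF over BR-F on day 4, at -6.86 ± 0.97 (adjusted p = 0.00683) for *SOR2* and -4.21 ± 0.57 (adjusted p = 0.00578) for *SOR1*. The maltase genes *MAL32* (YBR299W) and *MAL12* were at -2.84 ± 0.69 (adjusted p = 0.0368) and -2.50 ± 0.29 (adjusted p = 0.00192), and *JLP1* at -2.45 ± 0.31. Of 13 measured genes of maltose and isomaltose utilisation, 9 fell and 0 rose on day 4 (1 higher and 10 lower when adjusted over the list alone, median -1.87, set test adjusted p = 8.43e-17, adjusted p = 0.0635 with an estimated correlation). On day 7 the urea transporter gene *DUR3* (YHL016C) was at -2.95 ± 0.47 (adjusted p = 0.00267) and *ATO2* (YNR002C), a transporter of ammonium and acetate, at -2.74 ± 0.19 (adjusted p = 2.60e-05). The change of *JLP1* from lower on day 4 to higher on day 7 passed the test of the difference between the days (adjusted p = 0.00118), which was not followed under other settings. With thresholds of 1.5-fold and an unadjusted p under 0.05, 297 genes were lower on day 4 and 493 on day 7. With the adjusted p, the numbers were 156 and 364, and without replicate 3 all calls of this couple came to 59 on day 4 and 482 on day 7, against 301 and 749 with it. Without replicate 3, 1 of these calls was lost (*MAL32*, log2 ratio -2.94), and at least 1 other setting ended a call on *MAL32*.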

BR-RF colonies reduced the expression of 259 genes and 509 genes in the 4- and 7-day-old colonies, respectively, compared to BR-F colonies. For the comparison between the BR-RF and BR-S strains, BR-RF colonies increased the expression of 276 genes and 390 genes in 4- and 7-day-old colonies, respectively, compared to BR-S colonies (including typical “biofilm colony” genes, see above). BR-RF colonies repressed 220 and 428 genes in 4- and 7-day-old colonies, respectively, compared to BR-S colonies. In addition, a relatively large number of genes were up-regulated (103 genes in 4-day-old and 150 genes in 7-day-old colonies) and down-regulated (58 genes in 4-day-old and 176 genes in 7-day-old colonies) in BR-RF colonies when compared with both BR-F and BR-S colonies (Figure 4).

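*MID2* was lower in BR-RF than in BR-S on day 4 at -1.63 ± 0.20 (adjusted p = 0.00139), together with *YRO2* (YBR054W), a membrane protein gene, at -1.63 ± 0.34 (adjusted p = 0.0227) and *MPF1* (YNL144C) at -1.63 ± 0.20 (adjusted p = 0.00139). On day 7 the copper transporter gene *CTR3* (YLR411W) was at -2.81 ± 0.25 (adjusted p = 0.0003), or 7.02-fold lower, and *DLD1* at -2.34 ± 0.18 (adjusted p = 0.000165). The fall of *CTR3* from day 4 to day 7 passed the test of the difference between the days (adjusted p = 0.0405), which was not followed under other settings. In total, 134 genes were higher and 82 lower among 4502 on day 4, and 342 and 412 among 4705 on day 7. At 1.5-fold and an unadjusted p under 0.05, 231 were higher and 206 lower on day 4, and 439 and 498 on day 7. Without replicate 3, the calls in this couple came to 96 on day 4 and 131 on day 7. Of these calls, 1 was lost without replicate 3 (*YRO2*, log2 ratio -1.29), and at least 1 other setting ended a call on *YRO2*.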

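*PEX11* (YOL147C), a peroxisome gene on the left arm of chromosome XV, was higher in BR-RF than in both other strains on day 4, at 1.27 ± 0.21 (adjusted p = 0.00732) over BR-F and 0.95 ± 0.21 (adjusted p = 0.029) over BR-S. The ribosomal protein gene *RPS15* (YOL040C), on the same arm, was at 1.46 ± 0.22 and 1.25 ± 0.22. The chitin synthase export gene *CHS5* (YLR330W), on chromosome XII, was lower than in both, at -0.98 ± 0.14 (adjusted p = 0.00489) and -1.43 ± 0.14 (adjusted p = 0.000326). In all, 52 genes on day 4 and 132 on day 7 were higher in BR-RF than in both BR-F and BR-S, with 40 shared by the days, and 27 and 123 were lower, with 20 shared. These 79 and 255 genes came to 17 and 62 without replicate 3. From the sizes of the lists, 4.26 and 27.6 higher and 2.55 and 29.8 lower genes would be expected by chance. At 1.5-fold and an unadjusted p under 0.05 in both couples, 91 and 166 genes were higher and 61 and 171 lower. Both couples hold BR-RF RNA, which the expected numbers do not take into account, and the differences between their replicates correlated at r = 0.312 on day 4 and −0.0967 on day 7. Calls on *PEX11* and *RPS15* were lost without replicate 3 (2 in all, log2 ratios of 1.04 to 1.50), and other settings ended calls on *PEX11*, *RPS15* and *CHS5*.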

“Positional Gene Enrichment” analysis revealed that many gene expression differences between the BR-RF strain and either the BR-F or BR-S strain (or both) involved the expression of genes localized to specific chromosomal regions (Figure 5) rather than genes randomly distributed in the genome. 

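The genes of the left arm of chromosome XV stood apart from the rest of the genome in BR-RF. The mean log2 ratio of the 151 genes of the arm, relative to the median of all other genes, was 0.61 ± 0.09 (SD) over the 8 ratios that compare BR-RF with BR-F or BR-S on both days. In the 4 ratios of BR-F over BR-S it was −0.01 ± 0.04 (SD). The difference was 0.62, or 1.53-fold (exact permutation test, two-sided p = 0.00404, the smallest that 495 regroupings of 12 ratios can give). The 8 ratios all hold BR-RF RNA and may share extracts, so they cannot be taken as independent of each other. On day 4, 52 of 135 genes of the arm rose and 1 fell over BR-F (68 higher and 2 lower when adjusted over the list alone, set test adjusted p = 1.57e-32, and adjusted p = 0.0428 with an estimated correlation), and 52 of 126 rose and 0 fell over BR-S (93 higher and 1 lower when adjusted over the list alone, set test adjusted p = 4.09e-48, and adjusted p = 0.0215 with an estimated correlation). On day 7, 61 of 142 rose and 1 fell over BR-F (80 higher and 3 lower when adjusted over the list alone, set test adjusted p = 4.80e-20, and adjusted p = 0.0396 with an estimated correlation), and 62 of 140 rose and 6 fell over BR-S (81 higher and 6 lower when adjusted over the list alone, set test adjusted p = 1.85e-20, adjusted p = 0.0922 with an estimated correlation). *RIB4* (YOL143C), of riboflavin synthesis, was at 1.08 ± 0.13 over BR-F and 1.39 ± 0.13 over BR-S. At least 1 other setting ended a call on *RIB4*.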

Most prominently, a high number of genes up-regulated in 4-day old colonies of BR-RF strain were localized to a 300-kbp region of the left arm of chromosome XV. This region included 33% of all activated genes in the BR-RF versus BR-S strain, 32% of all activated genes in the BR-RF versus BR-F strain and 60% of all activated genes in the BR-RF versus both BR-S and BR-F strains. 

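A 300-kb window with the highest mean ratio in BR-RF over BR-S on day 4 ran from *PEX11* to *PHO80* and held 135 genes of the array, at a mean of 0.67 ± 0.09 (SD, n = 8 ratios) relative to the other genes. The window was bounded by the arm, and a size of 450 kb held the same genes. The 300-kb window held 50 of the 145 genes higher in BR-RF than in BR-F (34.5%), 51 of the 134 higher than in BR-S (38.1%) and 34 of the 52 higher than in both (65.4%) on day 4. With the study's thresholds the shares were 24.7% of 251 genes, 34.6% of 231 and 58.2% of 91. The odds ratios were 35.1, 42.7 and 107 by Fisher's exact test, with adjusted p of 4.17e-46, 2.65e-49 and 8.42e-43. The window was placed on the ratios of BR-RF over BR-S on day 4, so that its shares in that couple and among the genes higher than in both are not independent of the choice. Without these 2 ratios, in a test chosen after the data were seen, the mean was 0.64 ± 0.06 (SD, n = 6 ratios) and lay 0.65 above the 4 ratios of BR-F over BR-S (exact permutation test, two-sided p = 0.00952). The arrays name no genome build, and the order of genes was taken from the R64 reference annotation.

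**Figure D2:**
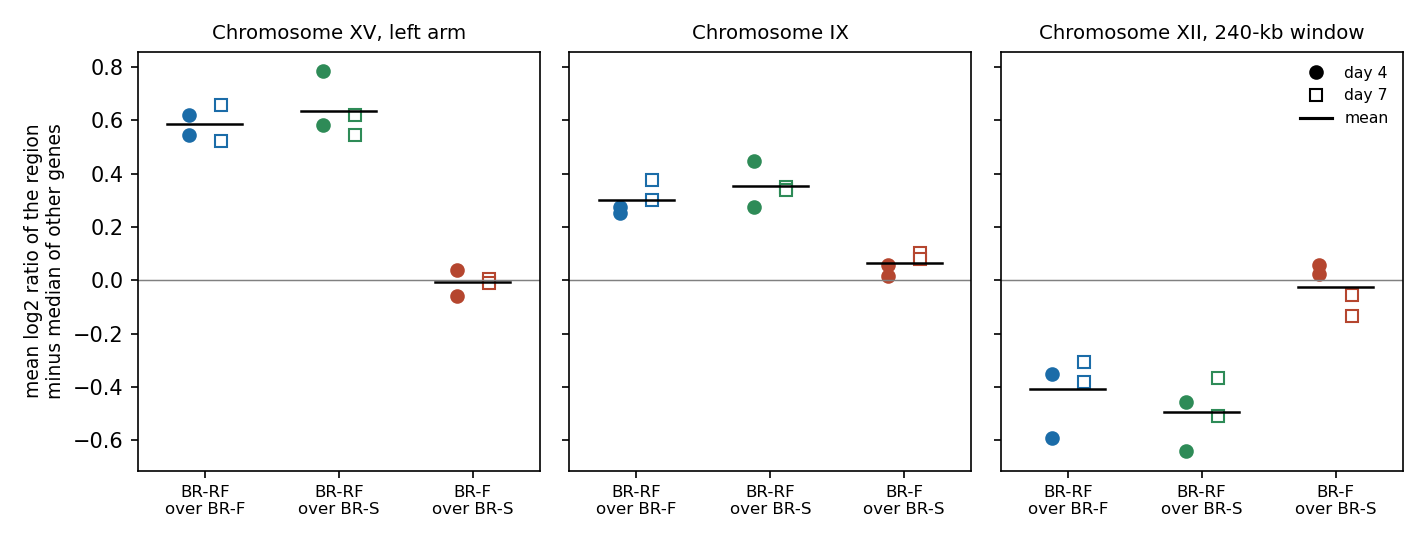
Mean log2 ratio of the genes of the left arm of chromosome XV, chromosome IX and a 240-kb window of chromosome XII, relative to the median of the other genes, in each couple. Points are biological replicates (circles on day 4, squares on day 7) and lines their means. On the left arm of chromosome XV the BR-RF ratios lie between 0.52 and 0.79 and those of BR-F over BR-S between −0.06 and 0.04.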

Smaller groups of genes up-regulated in the BR-RF strain versus either the BR-S or BR-F strains were localized to a 320-kbp region of chromosome IX , and a group of BR-RF strain genes that were down-regulated compared to the BR-F and BR-S strains was localized to a 240-kbp region of chromosome XII (Figure 5). In contrast, neither the gene expression differences between the BR-F and BR-S strains, nor the genes expressed specifically in structured biofilm colonies (i.e., those differently expressed between the BR-F and BR-RF strains versus the BR-S strain) were localized to specific chromosomal regions (not shown).

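On chromosome IX the left arm was also higher in BR-RF, by 0.30 against BR-F over BR-S (exact permutation test, two-sided p = 0.00404, adjusted p = 0.0162). The right arm differed by 0.09 and did not pass (exact permutation test, two-sided p = 0.149, adjusted p = 0.235). The whole chromosome had a mean of 0.33 ± 0.07 (SD, n = 8 ratios) over its 203 genes against 0.06 ± 0.04 (SD, n = 4) in BR-F over BR-S, a difference of 0.26 (exact permutation test, two-sided p = 0.00404). Its 320-kb window with the highest mean ran from *RCI37* to *YIR043C*, with 111 genes and a difference of 0.28, and held 13 of the 145 genes higher than in BR-F, 18 of the 134 higher than in BR-S and 6 of the 52 higher than in both on day 4 (odds ratios 5.16, 8.53 and 6.13 by Fisher's exact test). This window reached the right end of the chromosome and was cut short there, so that a size of 480 kb held the same genes. It takes in the right arm, which did not pass by itself. Over the chromosome, 26 of 173 genes rose and 0 fell over BR-S on day 4 (47 higher and 1 lower when adjusted over the list alone, set test adjusted p = 1.37e-14, and adjusted p = 0.0215 with an estimated correlation), and 48 of 196 rose and 7 fell over BR-F on day 7 (58 higher and 8 lower when adjusted over the list alone, set test adjusted p = 9.00e-08, and adjusted p = 0.0396 with an estimated correlation). In the other 2 comparisons, 21 of 185 rose and 6 fell over BR-F on day 4 (30 higher and 7 lower when adjusted over the list alone, set test adjusted p = 4.75e-08, adjusted p = 0.0565 with an estimated correlation), and 44 of 190 rose and 7 fell over BR-S on day 7 (59 higher and 8 lower when adjusted over the list alone, set test adjusted p = 2.62e-08, adjusted p = 0.0922 with an estimated correlation). *SNL1* (YIL016W), an exchange factor of Hsp70 at the nuclear envelope, lies on this chromosome and was at 0.98 ± 0.16 (adjusted p = 0.00764) over BR-F and 0.99 ± 0.16 (adjusted p = 0.00741) over BR-S on day 4. The 240-kb window of chromosome XII with the lowest mean ran from *CHS5* to *VMA6*, with 101 genes at −0.45 ± 0.12 (SD, n = 8) against −0.03 ± 0.09 (SD, n = 4), a difference of −0.42 (exact permutation test, two-sided p = 0.00404). It held 26 of the 156 genes lower than in BR-F (16.7%), 19 of the 82 lower than in BR-S (23.2%) and 16 of the 27 lower than in both (59.3%) on day 4 (odds ratios 14.6, 26.4 and 120 by Fisher's exact test). The window also holds *FBP1*, *COX8*, *CCW14*, *ADE13*, *ELO3*, *MID2* and *CTR3*. On the right arm of chromosome XII, 25 of 308 genes fell and 6 rose over BR-S on day 4 (6 higher and 31 lower when adjusted over the list alone, set test adjusted p = 0.0015, and adjusted p = 0.049 with an estimated correlation). In the other comparisons of BR-RF, 31 of 364 fell and 5 rose over BR-F on day 4 (set test adjusted p = 0.0061, adjusted p = 0.0635 with an estimated correlation), 41 of 357 fell and 34 rose over BR-F on day 7 (set test adjusted p = 0.765) and 47 of 332 fell and 23 rose over BR-S on day 7 (set test adjusted p = 0.168). Over that whole arm, with 414 genes, the difference was −0.10 (exact permutation test, two-sided p = 0.00404). It was −0.04 and did not pass when the median of the arm was taken in place of its mean, and the arm did not pass without replicate 1 either. The windows were placed on the ratios of BR-RF over BR-S on day 4, so that their tests and their shares in that couple and against both strains are not independent of the choice. Without these 2 ratios, in tests chosen after the data were seen, the differences were 0.26 for the window of chromosome IX and −0.39 for that of chromosome XII (6 against 4 ratios, exact permutation test, two-sided p = 0.00952 for each). Calls on *SNL1* were lost without replicate 3 (2 in all, log2 ratios of 0.76 to 0.95), and at least 1 other setting ended a call on *SNL1*.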

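In BR-F over BR-S on day 4, the 300-kb window of chromosome XV held 1 of the 128 genes that were higher and 2 of the 76 that were lower. Of the genes higher in both structured strains than in BR-S, 1 of 33 lay there, and of those lower in both, 0 of 26. The gene of the left arm of chromosome XV that was higher in both was *ARG1*. For the left arm of chromosome XV, chromosome IX and the right arm of chromosome XII, the mean ratios of BR-F over BR-S on day 4 were −0.01, 0.04 and 0.02 relative to the other genes. From the grouping of the BR-RF genes in these regions, the paper reasons that DNA duplications could raise their expression, and it measured copy numbers of genes on both arms of chromosome XV by qPCR, which were not analysed here.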

**Figure 5:**
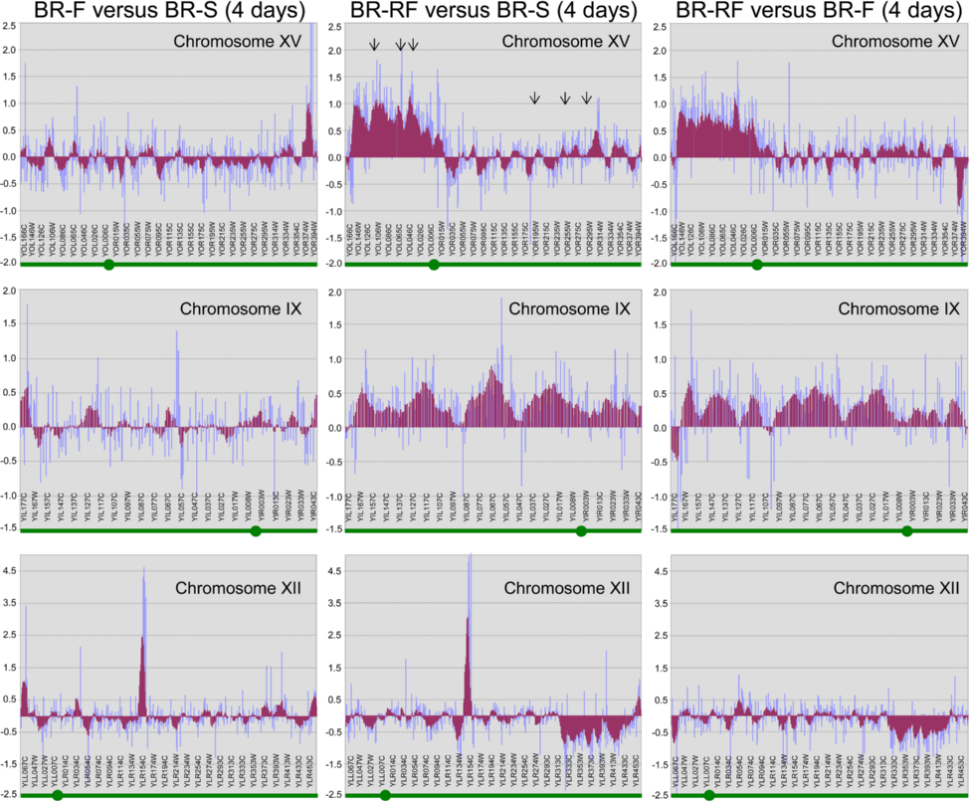
**Position clustering of differently expressed genes on chromosomes XV, IX and VII.** Positional gene enrichment analysis performed on the basis of expression comparison of 4-day-old colonies of BR-F versus BR-S, BR-RF versus BR-S and BR-RF versus BR-F. X axis, position of each gene along the particular chromosome, the position of the centromere is marked by a green circle on green bar on the bottom of each graph; Y axis, relative expression of a particular gene. Blue columns, experimental expression values (expression ratios in log_2_); red columns, simple moving averages of experimental log_2_ values of 10 neighboring genes. Black arrows indicate position of ORFs analysed by qPCR as shown in Figure 6.

As the higher level of gene expression related to distinct chromosomal areas could be caused by DNA duplications, we measured the copy numbers of 3 genes located in the left arm of chromosome XV (the genome region with higher expression in BR-RF), relative to those of 3 genes located in the right arm of the same chromosome using real time qPCR. The results (Figure 6) showed significant differences between gene copy numbers in the left and right arms of chromosome XV in BR-RF indicating partial genome duplications.

**Figure 6:**
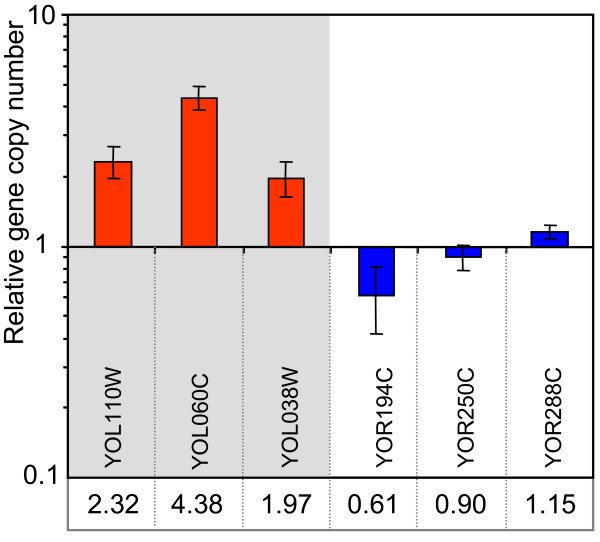
**Relative copy number of genes located on the left and right arm of chromosome XV in BR-RF versus BR-S.** Comparison of relative copy number was performed by qPCR using chromosomal DNA isolated from BR-RF and BR-S strains. Positions of examined genes on chromosome XV are marked by black arrows at Figure 5. Red, genes located at the left arm of the chromosome XV the expression of which is upregulated in BR-RF when compared with BR-S (and BR-F); blue, genes located at the right arm of the chromosome XV. Y axis, relative gene copy number (BR-RF versus BR-S); the exact values are stated below the ORFs. The mean of values from 3 independent experiments ± SD are shown; data significance (relative copy number of each left-arm-gene compared to relative copy number of each right-arm-gene) was determined using the two-tailed *t* test. All P values varied between P < 0.05 and P < 0.005.

### BR-F colonies up-regulate expression of genes located in HAST domains, which affect BR-F stress resistance

Analysis of the differently expressed genes revealed that some are localized near telomeres. It has been hypothesized that transitions between different phenotypes are controlled by transcriptional silencing via specific chromatin-remodeling enzymes [18,19]. Thus, we compared the genes that were expressed differently in the BR-F, BR-S and BR-RF colonies with the list of genes expressed differently in a mutant containing a deletion of *SIR2*[20], the gene encoding histone deacetylase. 

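Of the genes within 10 kb of a chromosome end, 14 of 81 measured rose and 0 fell in BR-F over BR-S on day 4 (44 higher and 2 lower when adjusted over the list alone), with a median log2 ratio of 0.50 (set test adjusted p = 3.09e-14, and adjusted p = 0.0241 with an estimated correlation). On day 7, 37 of 102 rose and 5 fell (set test adjusted p = 3.54e-11, and adjusted p = 0.0269 with an estimated correlation). In BR-RF over BR-F, 17 of 102 fell and 2 rose on day 4 (median -0.31, set test adjusted p = 2.86e-08, and adjusted p = 0.0428 with an estimated correlation), and 33 fell and 3 rose on day 7 (median -0.37, set test adjusted p = 3.33e-09, and adjusted p = 0.0396 with an estimated correlation). In BR-RF over BR-S the day 4 median was 0.06. Members of this band included the maltose permease gene *MAL31* (YBR298C), at -2.79 ± 0.45 in BR-RF over BR-F on day 7, and the ferrous iron transporter gene *FET4* (YMR319C), at 2.09 ± 0.45 (adjusted p = 0.0236) in BR-F over BR-S and -1.86 ± 0.45 (adjusted p = 0.0356) in BR-RF over BR-F on day 4. *MAL31* lies on chromosome II, whose genes were printed in rows that stood lower as a whole in its comparison. Distances were taken from the R64 reference annotation, since the arrays name no genome build. Of these calls, 3 were lost without replicate 3 (*MAL31* and *FET4*, log2 ratios of -2.55 to 2.72), and at least 1 other setting ended a call on *FET4*.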

Histone deacetylase Sir2p has been shown to affect transcription at specific chromosomal locations near telomeres [21]. This analysis revealed a correlation between the genes down-regulated in the *sir2Δ *strain and the genes typically expressed in colonies with a biofilm phenotype (29% of genes up-regulated in 4-day-old structured biofilm colonies). However, neither the structured colony morphology nor the domestication rate of the BR-F-*sir2* strain (in which both *SIR2* alleles were deleted) was changed when compared with the BR-F strain (data not shown). This result implies that the function of Sir2p is not important for the formation of structured colony morphology.

Next, we compared our set of genes with a database of genes specified to be under the control of another deacetylase, Hda1p. Hda1p was shown to cause transcriptional repression in specifically localized subtelomeric chromosomal regions [22]. This analysis revealed a correlation between the genes localized to HAST domains, i.e., regions controlled by Hda1p histone deacetylase [22], and the genes up-regulated in BR-F colonies. In particular, 18% of the genes up-regulated in BR-F versus BR-S colonies, 19% of genes up-regulated in BR-F versus BR-RF colonies and 32% of genes up-regulated in BR-F versus both BR-RF and BR-S 4-day-old colonies were localized to these domains. In contrast, upregulation of HAST domain genes in BR-S and BR-RF colonies versus BR-F colonies was less than 6%. Thus, the upregulation of these genes in BR-F colonies indicated decreased activity of Hda1p compared to BR-S and BR-RF colonies.

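The list of HAST domains was not used here, and bands of distance from the chromosome ends were counted instead. The band of 10 to 25 kb from the ends held 14 of the 128 genes higher in BR-F than in BR-S on day 4 (10.9%, odds ratio 4.02), 16 of the 156 higher than in BR-RF (10.3%, odds ratio 3.89) and 11 of the 61 higher than in both (18.0%, odds ratio 7.23). The 14 include *YHR214C-B*, a retrotransposon reading frame whose spot reads many copies. In the band within 10 kb the counts were 14 (10.9%, odds ratio 7.61), 17 (10.9%, odds ratio 6.78) and 7 (11.5%, odds ratio 7.17), with adjusted p of 8.88e-07, 2.13e-07 and 0.000829 by Fisher's exact test. Between 25 and 50 kb they were 17 (13.3%, odds ratio 2.53), 13 (8.33%, odds ratio 1.42) and 12 (19.7%, odds ratio 4.02), with adjusted p of 0.00793, 0.537 and 0.00104 by Fisher's exact test. *REE1* (YJL217W), a regulator of enolase between 10 and 25 kb, was at 1.84 ± 0.20 in BR-F over BR-S on day 7, and the isomaltase gene *IMA3* (YIL172C) in the same band at 1.17 ± 0.31. Both couples hold BR-F RNA and were not treated as independent, and the differences between their replicates correlated at r = −0.168 on day 4 and 0.323 on day 7. The call on *IMA3* was lost without replicate 3 (1 in all, log2 ratio 1.32), and at least 1 other setting ended a call on *IMA3*.

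**Figure D3:**
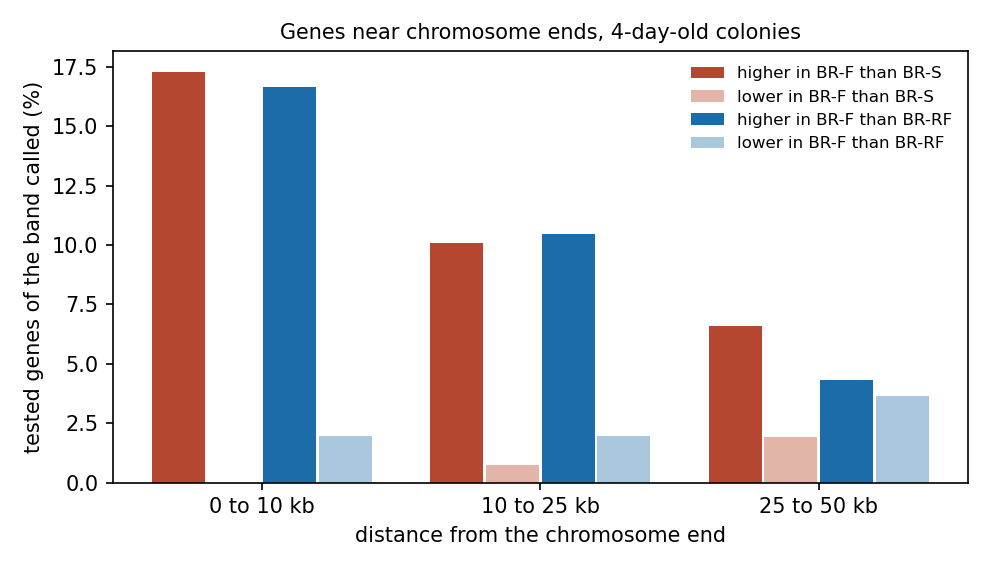
Percent of the measured genes of each band of distance from a chromosome end that were called on day 4, for genes higher or lower in BR-F against BR-S and against BR-RF. In the band of 0 to 10 kb, 17.3% of the genes were higher in BR-F than in BR-S and 16.7% higher than in BR-RF, and 1.96% were lower than in BR-RF.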

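Of the 145 genes higher in BR-RF than in BR-F on day 4, 2 lay within 10 kb of a chromosome end and 3 between 10 and 25 kb. Of the 76 genes lower in BR-F than in BR-S, 0 lay within 10 kb and 1 between 10 and 25 kb. The deacetylase gene *HDA1* (YNL021W) itself had ratios of 0.24 (adjusted p = 0.536) in BR-F over BR-S and -0.07 (adjusted p = 0.867) in BR-RF over BR-F on day 4, and *SIR2* (YDL042C), a deacetylase of telomeric silencing, of -0.89 (adjusted p = 0.0649) in BR-RF over BR-F. Of 16 measured genes of histone deacetylases and silencing, 0 rose and 0 fell by limma in BR-F over BR-S on day 4, with an unadjusted p under 0.05 for 0. From the share of BR-F genes in HAST domains, the paper reasons that Hda1p was less active in BR-F colonies than in BR-S and BR-RF colonies.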

Genes in the HAST domains that were specifically up-regulated in the BR-F strain (Figure 7A) included genes encoding various glucosidases (8 genes), proteins with mostly unknown function and predicted localization to the cell wall (11 genes) and various transporters (8 genes). These data indicated that the cells in the BR-F colonies could have specific cell wall and plasma membrane properties compared to the BR-S and BR-RF colonies; however, these properties seemed unrelated to the structured biofilm colony phenotype. To test this prediction, we prepared the strain BR-S-*hda1,* with both alleles of the *HDA1* gene deleted, which should de-repress HAST domain genes. 

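The isomaltase genes *IMA2* (YOL157C) and *IMA4* (YJL221C) were higher in BR-F than in both other strains on day 4, at 2.01 ± 0.27 (adjusted p = 0.002) and 1.52 ± 0.21 (adjusted p = 0.00273) over BR-S, while BR-RF over BR-F gave -2.32 ± 0.27 (adjusted p = 0.00192) and -2.18 ± 0.21 (adjusted p = 0.00101). The iron-binding cell wall protein gene *FIT3* (YOR383C) was at 2.41 ± 0.43 over BR-S, with -1.75 ± 0.43 in BR-RF over BR-F. *GDH1* (YOR375C), a glutamate dehydrogenase, was at 1.34 ± 0.17 and -1.05 ± 0.17, and *BAT2* (YJR148W), a branched-chain aminotransferase, at 1.42 ± 0.21 and -1.39 ± 0.21. The seripauperin gene *PAU1* (YJL223C) was at 1.09 ± 0.18 and -1.01 ± 0.18. Of 32 genes of Fig. 7A measured in both couples on day 4, 20 were higher in BR-F than in both strains, 23 than in BR-S and 24 than in BR-RF, and on day 7 it was 24, 26 and 27 of 31. For each day only the genes that the figure lists for that day were counted. Whether called or not, all 32 on day 4 and all 31 on day 7 had ratios on the side of BR-F in both couples. *JLP1* and *YCT1*, which were not counted on day 7, then had ratios on the other side. These were -1.92 and -1.49 in BR-F over BR-S and 2.55 and 1.87 in BR-RF over BR-F. By category, those higher than both on day 4 were 5 of 9 cell wall genes, 5 of 7 glucosidases, 6 of 7 metabolic genes and 2 of 6 transport genes. The study chose these genes on the same samples, and the isomaltase, maltase and seripauperin genes have close relatives whose spots may share signal. Of these calls, 7 were lost without replicate 3 (*IMA2*, *IMA4*, *FIT3*, *GDH1*, *BAT2* and *PAU1*, log2 ratios of -2.37 to 1.48), and other settings ended calls on *FIT3*, *GDH1* and *PAU1*.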

We then analyzed the morphology of colonies of this strain and the resistance to various stresses compared with the BR-F, BR-RF and BR-S strains (Figure 7B). The BR-S-*hda1* strain formed smooth colonies similar in morphology but slightly larger than colonies of the BR-S strain of the same age (Figure 7B). Similarly to the BR-F strain, the BR-S-*hda1* strain was significantly more resistant to the chitin binding dye calcofluor white, and it grew better at a higher temperature (37°C) than either the BR-S or the BR-RF strain. Thus, deletion of the *HDA1* gene in the BR-S strain increased its calcofluor white and temperature resistance to the same level as the BR-F strain, but it did not change the smooth colony morphology.

**Figure 7:**
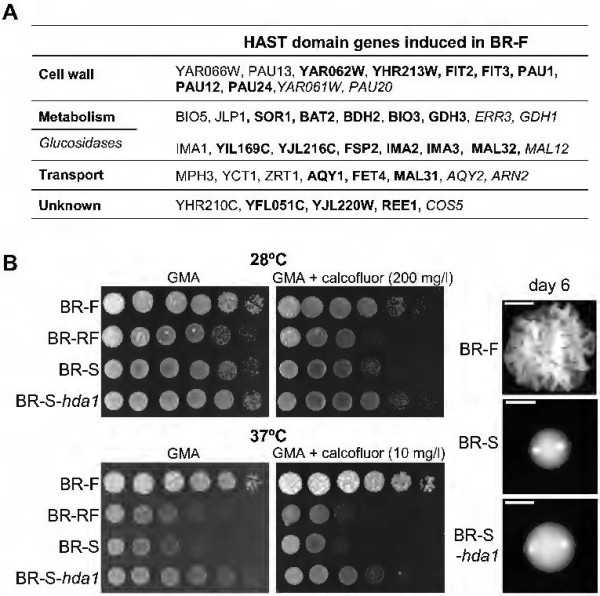
**Derepression of HAST domain genes. A.** Genes localized to HAST domains [22] up-regulated specifically in 4- and 7-day-old BR-F colonies compared to both BR-RF and BR-S colonies. Genes only expressed differently on the 4th day are in standard letters, genes expressed differently on both the 4th and 7th day are in bold and genes only expressed differently on the 7th day are italicized. **B**. Left, drop assays of cells from BR-F, BR-RF, BR-S and BR-S-*hda1* colonies plated on GMA supplemented with calcofluor white and grown at 28°C and 37°C as indicated. Right, 6-day-old colonies of BR-F, BR-S and BR-S-*hda1* strains. Scale bar = 1 mm.

## Discussion

Wild *S. cerevisiae* strains are able to effectively domesticate when transferred to favorable laboratory conditions [13,14]. Here, we show that the BR-S strain can switch back to a wild-type-like phenotype and start to form structured biofilm colonies following long-term exposure to starvation and stress conditions. In contrast to the original BR-F strain, which forms structured colonies with a uniform morphology, our isolated feral BR-S subclones form colonies with different phenotypes. Thus, the increased phenotypic variability of the feral BR-S subclones seems to be induced by environmental stress and starvation. These data agree with previous findings that non-isogenic *S. cerevisiae* strains isolated from various habitats can form differently structured colonies [14], similarly to pathogenic fungi [5].

The first feral subclones of the BR-S strain appear after approximately 30 days of slow growth in static cultures with limited nutrients. Later, the proportion of subclones increases up to 26% of the viable cells in some of the parallel cultivations. At least between days 75 and 110, such an increase could be caused by an increased rate of phenotypic switching as well as by the preferential dying of smooth cells during the “loss of viability” phase of the population growth curve (Figure 1A). The number of feral cells starts to decrease from day 115, i.e. 40 days later that in the case of domesticated cells. These findings suggest that feral subclones gain the ability to better survive starvation than domesticated cells. Higher concentrations of a better carbon source (e.g., fructose) block the emergence of subclones forming structured colonies, thus indicating the importance of nutrient restriction for the evolution of feral subclones. Similarly, various stress factors promote phenotypic switching of *C. albicans*, resulting in the production of cell variants that are more resistant to stresses [23]. Exposure of *C. neoformans* cells to various host defense mechanisms in vivo also leads to phenotypic modulation of an originally homogeneous population and to the subsequent prevalence of variants that are more resistant to the host immune response [6].

A BR-RF strain forms structured colonies with a morphology that is visually identical to that of the colonies formed by the original wild BR-F strain. The BR-RF strain, however, differs in several aspects from the BR-F strain. First, the BR-RF strain domesticates 4 times more effectively on fermentable media and 8 times more effectively on respiratory media than the BR-F strain. This finding suggests that the several months of starvation are sufficient to induce the formation of feral subclones but are not sufficient to make the feral subclones as stable as the original BR-F strain, which evolved over a much longer time in a natural setting. This finding also agrees with the results from some feral subclones that emerged during static cultivation (Figure 1B); these subclones form less structured colony phenotypes that are even more unstable and quickly revert back to the domesticated phenotype. The data also demonstrate that the presence of a good fermentable carbon source such as glucose efficiently promotes the domestication of both strains (Figure 1C) and prevents the switch to a structured phenotype as indicated above.

Second, the colonies of the BR-RF strain differ from the colonies of both the BR-F and BR-S strains in certain physiological parameters, behaving as an “intermediate” between the BR-F and BR-S colonies (Figure 2). Similarly to the BR-S strain, the BR-RF strain also forms oval cells and is not able to form the elongated cells and pseudohyphae that are typical of the BR-F strain. This finding supports the idea that the particular cell morphology is a dispensable factor in the formation of biofilm colony architecture [14].

On the other hand, both the formation of the ECM and the production of Flo11p adhesin, the traits important for the formation of structured colony morphology [14], recover in BR-RF colonies. The length of the *FLO11* transcript, however, differs from the original BR-F and the feral BR-RF strains. Recombination of the central repeat domain of the yeast adhesin genes is frequently observed [24], which often leads to the generation of a protein with different and/or enhanced adhesive function [25]. The change in the *FLO11* gene of the BR-F strain most likely occurs during the domestication process; the *FLO11* transcript, although present at very low levels in BR-S colonies, is the same size in both the BR-S and BR-RF strains. Thus, it seems that rather than actual gene size and potentially protein size, the Flo11p expression level is important in the context of structured colony formation. The altered *FLO11* transcript length also indicates that DNA recombination may occur frequently during phenotypic transitions of the BR-F strain. This conclusion is further supported by the observed differences in the MW of the HMWGP protein component of the ECM (Figure 3), which could be caused by different posttranslational modifications or by changes in gene structure. In summary, these data show that the BR-RF strain, which was selected under the conditions of long-term nutrient deprivation and stress, develops some properties similar to the BR-F strain (e.g., the formation of structured biofilm colony morphology) but also maintains some properties of the BR-S strain (e.g., the formation of oval cells).

Genome-wide transcriptome analysis allows us to determine the typical gene expression profile for a structured colony phenotype compared with the smooth phenotype. Structured biofilm colonies (BR-F and BR-RF) both up-regulate and down-regulate distinct genes involved in cell wall remodeling as well as genes involved in the delivery and modification of secreted and cell wall/membrane-attached proteins. This finding indicates that, in addition to Flo11p adhesin, the carbohydrate composition of the cell wall, the appearance of specific surface proteins and protein glycosylation may affect specific properties of the cells (such as the production of the ECM) and contribute to the formation of a biofilm colony. Ty transposon genes and several unknown genes that are expressed in biofilm colonies are located in subtelomeric regions. This suggests that transcription of genomic regions that are influenced by chromatin structure [26] differs in biofilm colonies compared to smooth colonies. In support, smooth colonies up-regulate the expression of a group of genes involved in histone modification and chromatin remodeling (Table 1).

There is further evidence of the importance of chromatin remodeling in the diversification of properties of phenotypic variants derived from the BR-F strain. BR-F colonies (but not BR-RF colonies) express genes located in HAST domains, i.e., regions in the genome whose expression is modulated by histone deacetylase Hda1p [22]. Deletion of the *HDA1* gene (and thus de-repression of HAST domain genes) significantly increases the resistance of BR-S cells to both calcofluor white and high temperature, thereby reaching the level of resistance of the BR-F strain. Calcofluor white interferes with cell wall assembly [27], and strains with mutations that affect the cell wall composition are more sensitive to calcofluor white [28]. Thus, the resistance of the BR-F strain could be caused by expression of HAST domain genes encoding various cell wall and plasma membrane-related proteins. In support of persistent repression of HAST domain genes in BR-RF colonies, cells from BR-RF colonies behave similarly to BR-S cells. On the other hand, de-repression of HAST domain genes in BR-S-*hda1* colonies does not affect the smooth morphology of these colonies, indicating that HAST domain genes expressed in the BR-F strain are unrelated to the biofilm colony phenotype. However, other studies demonstrate the role of specific deacetylases, including Hda1p, in controlling the phenotypic transition of the “white-opaque” *C. albicans* colony [18,29]. Hence, epigenetic mechanisms mediated by chromatin remodeling enzymes have the capacity to regulate phenotypic heterogeneity.

In addition to the expression characteristics specific to structured biofilm colonies, gene expression specific to BR-RF colonies is related to three regions of the BR-RF genome. This finding indicates that some chromosome rearrangements occur during BR-RF strain formation; these could result in the duplication of certain parts of chromosomes or in chromosomal rearrangement(s) relocating the regions to more actively transcribed locations of the genome. Real time qPCR comparison of relative copy number of three genes located in the left arm of chromosome XV that upregulate expression in BR-RF (*YOL110W*, *YOL060C* and *YOL038W*) with that of three genes located in the right arm of the same chromosome (*YOR194C*, *YOR250C*, *YOR288C*), indicates large duplications in the genome (Figure 6). This finding also agrees with previous observations that diverse conditions can evoke aneuploidy in yeast, which can directly impact gene expression, as detected at both the transcriptional and proteomic levels [30,31], and can also modulate the switch between different colony phenotypes [32]. However, the observed chromosome site-specific expression characteristics of the BR-RF strain are unrelated to the structured colony phenotype, as only a few biofilm colony-specific genes are localized to these chromosomal regions. DNA rearrangement events leading to karyotypic instability are also observed during phenotypic transitions of certain *C. albicans*[33] and *C. neoformans* strains [8]. These previously observed changes are not correlated with phenotypic variability and are irreversible. Thus, it seems that DNA rearrangements resulting in particular gene expression changes are not the cause of the BR-F/BR-S/BR-RF phenotypic switch, which is in contrast to recent findings in other wild strains [32]. Instead, these rearrangements in the BR-RF strain could be a side-product of the increased rate of recombination events that occur during the phenotype transitions.

## Conclusions

We describe the phenotypic, genomic and gene expression differences among three *S. cerevisiae* strains (wild, domesticated and feral) that emerged by phenotypic switching under diverse environmental conditions. These strains form colonies with varying complexity and gain diverse features including altered resistance to stress. We show that the wide variability of natural *S. cerevisiae* strains can be further potentiated under stressful environmental conditions. We identify genes specifically expressed in the structured colony phenotype, such as genes that specifically affect the composition of cell surface structures; these genes provide clues as to the specific processes involved in the formation of structured colony architecture. We also document a role of Hda1p histone deacetylase in strain resistance to stress. In addition, our data indicate that genomic rearrangement(s) occur in the feral strain that are unrelated to the phenotypic switch. These changes contribute to expression characteristics of the feral strain that are distinct from both its ancestors, the wild and domesticated strains.

In summary, our findings show that extensive phenotypic modulation occurs in wild *S. cerevisiae* strains. Phenotypic switching can be controlled by various mechanisms and enables flexible adaptation of these strains to a particular environment in the wild. The comparison of the three originally isogenic strains BR-F, BR-S and BR-RF revealed many significant gene expression and phenotypic differences, but only a few of them seem to be related to the formation of structured biofilm colonies. In addition, the differences observed between BR-F and BR-RF showed that reverted structured colony morphology does not necessarily mean reversion of other strain properties. In other words, strains with different properties such as BR-F and BR-RF can form structured colonies. Thus, an important question remains as to whether there is a single dominant mechanism that forces yeast strains to form structured colonies independently of other properties or, more probably, a variety of mechanisms that support the formation of structured colony morphology.

## Methods

### Strains and media

All strains and their derivatives are listed in Additional file 2: Table S2. The wild *S. cerevisiae* strain BR-F, originally collected from the lake in south Slovakia [34] is from the collection of the Chemical Institute of the Academy of Science, Bratislava, Slovak Republic (collection number CCY 21-4-97). The BR-RF and BR-S strains are isogenic to the BR-F strain and arose from phenotypic switching. Colonies were grown on GMA (3% glycerol, 1% yeast extract, 2% agar) or YEGA (2% glucose, 1% yeast extract, 2% agar) media at 28°C unless otherwise indicated. For static cultivations, we used liquid minimal medium (MM) (0.5% (NH_4_)_2_SO_4_, 0.1% KH_2_PO_4_, 0.05% MgSO_4_, pH 5–6.5) supplemented with ethanol (0.1%, 0.5%, 1%, 2% and 3% v/v), fructose (0.2%, 0.5%, 1% and 2%) or NaNO_3_ (0.01% w/v). For selective plates, media were supplemented with 200 mg/l G418 or 100 mg/l nourseothricin.

### Static cultivations, determination of CFU and percentage of cells that switched to form biofilm colonies

The BR-S strain was inoculated into MM medium at a concentration of approximately 5×10^5^ cells per ml. The cell culture was split into 10 ml portions in glass tubes (3 to 10 parallels for each particular concentration of the supplements) and statically cultivated at 28°C. During long-term cultivation, the culture was mixed at particular time-points. After appropriate dilution, 100 μl aliquots were plated on GMA to determine the number of CFU and the proportion of cells forming structured biofilm colonies.

### Construction of the strains

Flo11p-GFP strains containing the *FLO11* gene fused with the GFP gene were constructed via a previously described procedure [17]. The BR-RF strain with an artificial promoter p_GAL1_-GFP cassette integrated in the genome instead of the *HIS3* gene was constructed as previously described [16]. Gene knock-outs were performed by transforming the cells with deletion cassettes generated by PCR using the primers and plasmids listed in Additional file 2: Table S3. Yeast cells were transformed according to a published protocol [35].

### Determination of colony biomass

The biomass of colonies was estimated as their wet weight. To determine dry biomass, the wet biomass was dried in a Speed-Vac for at least 6 h. The water content was calculated as the difference between the wet and dry biomasses. The data were presented as the average of three independent experiments ± SD (standard deviation).

### Determination of switching frequency

The occurrence of switching from the BR-F and BR-RF to the BR-S colony phenotype was determined by visually scoring the colonies of different ages growing either on GMA or on YEGA media. To calculate the switching frequencies, 100–200 BR-F and BR-RF cells were plated on GMA plates, and at least 5000 colonies were scored. The percentage of colonies of the total CFU with smooth morphology was determined.

### Fluorescence microscopy of cells and colony imaging

Cells were examined under a Leica DMR microscope equipped with a 100×/1.3 oil objective and a GFP filter or Nomarski contrast and photographed with a ProgRes® MF^cool^ CCD camera (Jenoptik, Germany). Colony images were captured in incident light. A ProgRes® CT3 CMOS camera with a Navitar objective, Fiber-Lite PL-800 illumination system and NIS Elements software (Laboratory Imaging) were used.

### Sensitivity of the strains to calcofluor white

The strain sensitivity was tested by the drop assay. Four-day-old colonies were harvested to make a suspension containing 2×10^8^ cells per ml. Next, 5 μl drops of 10-fold serial dilutions were applied to GMA plates supplemented with 10 mg/l or 200 mg/l calcofluor white. Plates were scored after 3 days of incubation at 28°C or 37°C.

### Northern blot analysis

Total RNA from the cells of colonies grown on GMA plates was isolated by the hot phenol method as previously described [14]. For northern blots, 12 μg of total RNA was separated on a 1.5% agarose gel, transferred to a positively charged nitrocellulose membrane (Hybond-XL, Amersham Bioscience) and exposed to a labeled probe. The radioactive signal was visualized on Fuji X-ray film. The DNA probe for the *RDN18* gene was a complete ORF of the gene prepared by PCR reaction. For the *FLO11* probe, a PCR fragment corresponding to the last 1382 bp of the *FLO11* gene was used. The [α-^32^P] dCTP-labeled probes were obtained by random priming using the DecaPrime II Kit (Ambion).

### Microarray analysis

The mRNA was isolated from total RNA using a Micro-Fast track 2.0 Kit (Invitrogen). Reverse transcription was performed from 2–4 μg of mRNA as previously described [36]. Labeled cDNA was applied to Yeast 6.4 K Array (Y6.4 K) double spotted ORF slides (University Health network, Toronto, Canada) following the manufacturer’s instructions and incubated overnight at 37°C. The arrays were washed according to the manufacturer’s protocol and scanned using an Axon fluorescent scanner and the GenePix software. Three double-genome microarrays (biological replicates) were used. Spots were detected using the TIGR Spotfinder (TM4.org) software and normalized in TIGR MIDAS (TM4.org) using the LOWESS method. Differentially expressed genes were selected using a combined fold-change and ANOVA analysis using MeV software (TM4.org). Genes exhibiting an at least 1.5-fold change (log_2_ > 0.585) in their average expression and simultaneously a p-value < 0.05 were considered to be differentially expressed.

### Extracellular material extraction, SDS-PAGE and detection of protein glycosylation

Extracellular material was extracted as previously described [14]. After SDS-PAGE separation, extracellular proteins were stained with silver [37] or transferred to a PVDF membrane. Glycoproteins were visualized by sequential incubation in concanavalin A, horseradish peroxidase and chloronaphthol H_2_O_2_ solution [38].

### Two-photon excitation confocal microscopy (2P-CM)

Vertical transverse cross-sections of colonies were prepared and their side-views obtained by 2P-CM as described previously [39]. The cross-sections were stained with Concanavalin A conjugated with Alexa Fluor 488 (ConA-AF; 30 μg/ml). Alternatively, GFP fluorescence was monitored. Images were acquired with a Leica TCS SP2 AOBS MP confocal laser scanning microscope fitted with a mode-locked Ti: Sapphire Chameleon Ultra laser (Coherent Inc., Santa Clara, CA, USA) for two-photon excitation as previously described [16].

### Real time quantitative PCR (qPCR) analysis of genomic DNA

Three target genes were selected from those in the left arm of chromosome XV with apparently upregulated expression in strain BR-RF compared with BR-S and three reference genes were selected from those in the right arm of chromosome XV with no significant difference in expression (Figure 5). Primers (Additional file 2: Table S4) were designed using the GenScript real time qPCR primer design tool (https://www.genscript.com/ssl-bin/app/primer). Stipulated parameters included an amplicon length of 90–110 bp and melting temperature of 60-65°C. Primers were selected with a GC content of 40–60%, a length of 19–21 bp and minimal self-complementarity when analyzed using OligoCalc (http://www.basic.northwestern.edu/biotools/oligocalc.html[40]). DNA extraction was carried out according to the method of [41]. Real time qPCR was carried out on the light cycler 480 II (Roche, Basel) using FAST START Sybr Green (Roche, Basel), forward and reverse primers (final concentration 500 nM) and genomic DNA (20 ng per 20 μl reaction) from strain BR-RF or strain BR-S (or water in negative controls). An initial melting/activation step at 95°C for 5 min was followed by 45 cycles of melting, annealing and amplification (95°C for 30 s, 56°C for 30 s and 72°C for 30 s) with a fluorescence measurement (465–510 nm) at the end of each amplification step. Raw data were analyzed using the comparative delta CT method [42]. The relative gene copy number is 2^ΔCT^, where ΔCT = (CT_BR-S_-CT_BR-RF_).

### In silico analysis of gene sets obtained by microarray comparison

Genes were classified into functional categories using the particular gene description in the *Saccharomyces* genome database available at http://www.yeastgenome.org/. Enrichment of the gene sets at particular chromosomal regions was determined by Positional Gene Enrichment analysis using the online tool available at http://homes.esat.kuleuven.be/~bioiuser/pge[43].

## Availability of supporting data

The data sets supporting the results of this article are available in the NCBI GEO repository (accession number GSE40625, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse40625).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ZP, LV, VS and DW conceived and designed the study. VS, MB, DW, ZP and LV performed the experiments. VS, ZP, LV, DW and MB analyzed the data. ZP, LV, VS and DW wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 List of genes differentially expressed comparing transcriptomes of cells from 4- and 7- day-old BR-F, BR-RF and BR-S colonies. Differentially expressed genes were selected on the basis of combined criteria of fold-change (0.585 on log2 scale) and p-value (<0.05). Gene sets obtained from comparison of each phenotype couple (BR-F x BR-S, BR-F x BR-RF and BR-S x BR-RF) for both 4- and 7-day-old colonies are on a separate xls list. Click here for file

Additional file 2: Table S2 List of strains used in this study. **Table S3.** List of primers and plasmids used in the strain construction. **Table S4.** List of primers used in qPCR. Click here for file

## References

[B1] PalkováZMulticellular microorganisms: laboratory versus natureEMBO Rep20045547047610.1038/sj.embor.740014515184977PMC1299056

[B2] van der WoudeMWRe-examining the role and random nature of phase variationFEMS Microbiol Lett2006254219019710.1111/j.1574-6968.2005.00038.x16445745

[B3] SollDRHigh-frequency switching in *Candida albicans*Clin Microbiol Rev199252183203157658710.1128/cmr.5.2.183PMC358234

[B4] SollDR*Candida* commensalism and virulence: the evolution of phenotypic plasticityActa Trop200281210111010.1016/S0001-706X(01)00200-511801217

[B5] JainNHasanFFriesBCPhenotypic switching in fungiCurr Fungal Infect Rep20082318018810.1007/s12281-008-0026-y19768140PMC2746697

[B6] FriesBCTabordaCPSerfassECasadevallAPhenotypic switching of *Cryptococcus neoformans* occurs in vivo and influences the outcome of infectionJ Clin Invest2001108111639164810.1172/JCI20011340711733559PMC200988

[B7] KvaalCLachkeSASrikanthaTDanielsKMcCoyJSollDRMisexpression of the opaque-phase-specific gene *PEP1* (SAP1) in the white phase of *Candida albicans* confers increased virulence in a mouse model of cutaneous infectionInfect Immun19996712665266621056978710.1128/iai.67.12.6652-6662.1999PMC97079

[B8] GoldmanDLFriesBCFranzotSPMontellaLCasadevallAPhenotypic switching in the human pathogenic fungus *Cryptococcus neoformans* is associated with changes in virulence and pulmonary inflammatory response in rodentsProc Natl Acad Sci USA19989525149671497210.1073/pnas.95.25.149679843999PMC24559

[B9] SlutskyBStaebellMAndersonJRisenLPfallerMSollDR“White-opaque transition”: a second high-frequency switching system in *Candida albicans*J Bacteriol19871691189197353991410.1128/jb.169.1.189-197.1987PMC211752

[B10] Ramirez-ZavalaBReussOParkYNOhlsenKMorschhauserJEnvironmental induction of white-opaque switching in *Candida albicans*PLoS Pathog200846e100008910.1371/journal.ppat.100008918551173PMC2405950

[B11] GranekJAMagwenePMEnvironmental and genetic determinants of colony morphology in yeastPLoS Genet201061e100082310.1371/journal.pgen.100082320107600PMC2809765

[B12] GranekJAMurrayDKayrkciOMagwenePMThe genetic architecture of biofilm formation in a clinical isolate of *Saccharomyces cerevisiae*Genetics2013193258760010.1534/genetics.112.14206723172850PMC3567746

[B13] KuthanMDevauxFJanderováBSlaninováIJacqCPalkováZDomestication of wild *Saccharomyces cerevisiae* is accompanied by changes in gene expression and colony morphologyMol Microbiol200347374575410.1046/j.1365-2958.2003.03332.x12535073

[B14] ŠťovíčekVVáchováLKuthanMPalkováZGeneral factors important for the formation of structured biofilm-like yeast coloniesFungal Genet Biol201047121012102210.1016/j.fgb.2010.08.00520728557

[B15] VoordeckersKDe MaeyerDvan der ZandeEVincesMDMeertWClootsLRyanOMarchalKVerstrepenKJIdentification of a complex genetic network underlying *Saccharomyces cerevisiae* colony morphologyMol Microbiol201286122523910.1111/j.1365-2958.2012.08192.x22882838PMC3470922

[B16] VáchováLŠťovíčekVHlaváčekOChernyavskiyOŠtěpánekLKubínováLPalkováZFlo11p, drug efflux pumps, and the extracellular matrix cooperate to form biofilm yeast coloniesJ Cell Biol2011194567968710.1083/jcb.20110312921875945PMC3171128

[B17] VopálenskáIŠťovíčekVJanderováBVáchováLPalkováZRole of distinct dimorphic transitions in territory colonizing and formation of yeast colony architectureEnviron Microbiol201012126427710.1111/j.1462-2920.2009.02067.x19799621

[B18] SrikanthaTTsaiLDanielsKKlarAJSollDRThe histone deacetylase genes *HDA1* and *RPD3* play distinct roles in regulation of high-frequency phenotypic switching in *Candida albicans*J Bacteriol2001183154614462510.1128/JB.183.15.4614-4625.200111443097PMC95357

[B19] Perez-MartinJUriaJAJohnsonADPhenotypic switching in *Candida albicans* is controlled by a *SIR2* geneEMBO J19991892580259210.1093/emboj/18.9.258010228170PMC1171338

[B20] BedalovAGatbontonTIrvineWPGottschlingDESimonJAIdentification of a small molecule inhibitor of Sir2pProc Natl Acad Sci USA20019826151131511810.1073/pnas.26157439811752457PMC64992

[B21] AparicioOMBillingtonBLGottschlingDEModifiers of position effect are shared between telomeric and silent mating-type loci in S. cerevisiaeCell19916661279128710.1016/0092-8674(91)90049-51913809

[B22] RobyrDSukaYXenariosIKurdistaniSKWangASukaNGrunsteinMMicroarray deacetylation maps determine genome-wide functions for yeast histone deacetylasesCell2002109443744610.1016/S0092-8674(02)00746-812086601

[B23] AlbyKBennettRJStress-induced phenotypic switching in *Candida albicans*Mol Biol Cell200920143178319110.1091/mbc.E09-01-004019458191PMC2710840

[B24] VerstrepenKJReynoldsTBFinkGROrigins of variation in the fungal cell surfaceNat Rev Microbiol20042753354010.1038/nrmicro92715197389

[B25] FidalgoMBarralesRRJimenezJCoding repeat instability in the *FLO11* gene of *Saccharomyces* yeastsYeast2008251287988910.1002/yea.164219160455

[B26] RinckelLAGarfinkelDJInfluences of histone stoichiometry on the target site preference of retrotransposons Ty1 and Ty2 in *Saccharomyces cerevisiae*Genetics19961423761776884988610.1093/genetics/142.3.761PMC1207017

[B27] RonceroCDuranAEffect of Calcofluor white and Congo red on fungal cell wall morphogenesis: in vivo activation of chitin polymerizationJ Bacteriol1985163311801185389718710.1128/jb.163.3.1180-1185.1985PMC219256

[B28] RamAFWoltersATen HoopenRKlisFMA new approach for isolating cell wall mutants in *Saccharomyces cerevisiae* by screening for hypersensitivity to calcofluor whiteYeast19941081019103010.1002/yea.3201008047992502

[B29] KlarAJSrikanthaTSollDRA histone deacetylation inhibitor and mutant promote colony-type switching of the human pathogen *Candida albicans*Genetics200115829199241140435210.1093/genetics/158.2.919PMC1461676

[B30] PavelkaNRancatiGZhuJBradfordWDSarafAFlorensLSandersonBWHattemGLLiRAneuploidy confers quantitative proteome changes and phenotypic variation in budding yeastNature2010468732132132510.1038/nature0952920962780PMC2978756

[B31] PfauSJAmonAChromosomal instability and aneuploidy in cancer: from yeast to manEMBO Rep201213651552710.1038/embor.2012.6522614003PMC3367249

[B32] TanZHaysMCromieGAJefferyEWScottACAhyongVSirrASkupinADudleyAMAneuploidy underlies a multicellular phenotypic switchProc Natl Acad Sci USA201311030123671237210.1073/pnas.130104711023812752PMC3725063

[B33] SlutskyBBuffoJSollDRHigh-frequency switching of colony morphology in *Candida albicans*Science1985230472666666910.1126/science.39012583901258

[B34] SlavikovaEVadkertiovaRYeasts and yeast-like organisms isolated from fish-pond watersActa Microbiol Pol19954421811898906934

[B35] GietzRDWoodsRATransformation of yeast by lithium acetate/single-stranded carrier DNA/polyethylene glycol methodMethods Enzymol200235087961207333810.1016/s0076-6879(02)50957-5

[B36] CapMStepanekLHarantKVachovaLPalkovaZCell differentiation within a yeast colony: metabolic and regulatory parallels with a tumor-affected organismMol Cell201246443644810.1016/j.molcel.2012.04.00122560924

[B37] RabilloudTVuillardLGillyCLawrenceJJSilver-staining of proteins in polyacrylamide gels: a general overviewCell Mol Biol (Noisy-le-grand)199440157758003936

[B38] HawkesRIdentification of concanavalin a-binding proteins after sodium dodecyl sulfate–gel electrophoresis and protein blottingAnal Biochem1982123114314610.1016/0003-2697(82)90634-07114467

[B39] VáchováLChernyavskiyOStrachotováDBianchiniPBurdíkováZFerčíkováIKubínováLPalkováZArchitecture of developing multicellular yeast colony: spatio-temporal expression of Ato1p ammonium exporterEnviron Microbiol2009111866187710.1111/j.1462-2920.2009.01911.x19302539

[B40] KibbeWAOligoCalc: an online oligonucleotide properties calculatorNucleic Acids Res200735Web Server issueW43W461745234410.1093/nar/gkm234PMC1933198

[B41] HarjuSFedosyukHPetersonKRRapid isolation of yeast genomic DNA: Bust n’ GrabBMC Biotechnol20044810.1186/1472-6750-4-815102338PMC406510

[B42] PfafflMWA new mathematical model for relative quantification in real-time RT-PCRNucleic Acids Res2001299e4510.1093/nar/29.9.e4511328886PMC55695

[B43] De PreterKBarriotRSpelemanFVandesompeleJMoreauYPositional gene enrichment analysis of gene sets for high-resolution identification of overrepresented chromosomal regionsNucleic Acids Res2008367e4310.1093/nar/gkn11418346969PMC2367735

How the deposited data were processed for this re-analysis (not part of the article)

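Expression was measured on 18 two-colour spotted arrays of *S. cerevisiae*, on which RNA from giant colonies of 2 of the strains BR-F, BR-S and BR-RF was hybridised together, for the 3 couples of strains on days 4 and 7 and with 3 arrays for each couple and day. The deposited array files hold the median Cy3 and Cy5 intensities of each of 13056 spots, which the authors obtained with TIGR Spotfinder, and according to the file headers the local background was already subtracted and no other normalization was applied. For 2 arrays the file also held values after LOWESS in MIDAS, which were not used. The deposited value table holds log2 ratios of Cy5 over Cy3 that the authors, as the paper's methods and the sample descriptions state, had normalised by LOWESS in MIDAS, one column per array and not averaged over arrays. In 17 columns of that table the 48 print blocks were listed column by column, and in 1 column (BR-F against BR-RF on day 4, replicate 2) row by row. This order was found from the values, by their correlation with the ratios from the array files and by the brightness of ribosomal protein genes, and all columns were put in the order of the probe annotation before use. The values in the text are those from the array files, and the value table served as an alternative. No genome build was named for the arrays, and the R64 reference annotation was used for gene names and for the order of genes on the chromosomes.

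The log2 ratio of Cy5 over Cy3 was computed for each spot. Spots marked by the image software as poor and spots with an intensity of 0 or less in either channel were left out. Each array was normalised by a loess curve with a span of 0.3 over the mean log2 intensity, in which the 1910 spots without a gene name had no weight. The remaining 11146 spots named 5543 genes, of which 29 had more than 2 spots and 5 were not in the reference annotation, and the spots of a gene were averaged. The arrays were turned so that every ratio was BR-RF over BR-F, BR-F over BR-S or BR-RF over BR-S. Arrays 1 and 2 of a couple and day were described in the deposited record as a dye swap of the same RNA and were averaged to biological replicate 1, and array 3 was biological replicate 2, while the paper's text calls the 3 arrays biological replicates. The named spots used per array numbered 8040 to 10291 (median 9495.5). The median of the background-subtracted signal over the background was 0.717 to 2.70 in Cy3 and 0.906 to 3.34 in Cy5. Between biological replicates the ratios correlated across genes at r = 0.385 to 0.820, genes not being independent replicates. The number of arrays limits the precision.

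The 12 ratios of biological replicates were fitted in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, with 1 mean for each of the 6 couples and days, which left 6 residual degrees of freedom (prior degrees of freedom 4.61, prior SD 0.268, median residual SD 0.271). Tests were two-sided and adjusted by Benjamini-Hochberg within each couple and day over the genes measured in both biological replicates, and a gene was called at an adjusted p under 0.05. The difference between days 4 and 7 was tested as a contrast of the same fit. Array 3 of every couple had opposite dyes on these days, so dye effects enter this contrast. Genes of structured colonies were those called in the same direction in BR-F over BR-S and in BR-RF over BR-S on the same day, and genes specific to BR-RF or BR-F were those called against both other strains. Counts set beside those of the study were taken at 1.5-fold (0.585 on the log2 scale) and an unadjusted p under 0.05 from limma. Its methods state the same fold and a p under 0.05 from ANOVA, without saying whether that p was adjusted. The other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

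For gene groups, 53 lists were fixed, of which 1 (Ty elements) matched no gene by name, and the set test was camera from limma with a preset correlation of 0.01, adjusted over the lists of a couple and day. It made 118 calls in 312 tests. With an estimated correlation between genes 16 of these held. They were those of the ergosterol, glyoxylate cycle and gluconeogenesis, respiratory chain, methionine and sulfur, and ribosomal protein genes in BR-RF over BR-F on day 7, of the 4 asparaginase II copies, which share 1 signal, in BR-RF over BR-S on day 4, and of the genes within 10 kb of a chromosome end in all couples and days without BR-RF over BR-S. The others were those of the left arm of chromosome XV in BR-RF over BR-F on both days and over BR-S on day 4, of chromosome IX over BR-F on day 7 and over BR-S on day 4, and of the right arm of chromosome XII over BR-S on day 4. The lists of Table 1 and Fig. 7A were chosen by the study on the same samples and got counts only. Chromosomal regions were compared by the mean ratio of their genes minus the median of all other genes in each biological replicate, with an exact two-sided permutation test of the 8 BR-RF ratios against the 4 ratios of BR-F over BR-S, and all 32 chromosome arms got the same statistic with Benjamini-Hochberg adjustment. Shares of called genes in regions and in bands of distance from the chromosome ends were tested with Fisher's exact test against the tested genes outside. The fit was tested on simulated data, in which 1.64% to 7.03% of the calls were false and 96.7% to 100% of genes changed by 2 on the log2 scale were called. These data were drawn with the same pooled spread of a gene in every couple and day and without dye effects of single genes. They therefore cannot show the share of false calls where the spread differs between couples or dye effects are present.

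The tests, lists, regions and most alternatives were chosen before the data were examined, although the study's table of called genes had been read by then. The genes named were those of the study's text and of Fig. 7A, the 5 genes with the largest ratio in each direction of each couple and day among those called with the same sign on all 3 arrays, and in each list and each row of Table 1 up to 4 called members with the largest ratio, or up to 2 with the smallest p where none was called. Genes named outside this rule are marked as chosen after their values were seen. The alternatives were the authors' value table, median centring and print-block loess in place of the global loess, normexp background with an offset of 50, no filter on marked spots, leaving out the dimmest 20% of spots, each of the 3 arrays as its own replicate, a random block for the biological replicate (consensus correlation −0.292), a dye term, a model of strain effects, each couple and day fitted alone, a block for the replicate number, other thresholds, a one-sample t-test over the 3 arrays at the study's thresholds (the paper names ANOVA in MeV), other region sizes and bands, and leaving out each replicate in turn. Windows of 1.5 times the size held the same genes on chromosomes XV and IX, so this size was no separate alternative there. The one-sample t-test on the authors' value table and a test of the windows without the ratios that placed them were added after the data were seen.

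The lists of genes in HAST domains and of genes that respond to deletion of *SIR2* were not used here, and neither were the copy numbers measured by qPCR. The copy of Table S1 used here lacked the sheets of BR-RF over BR-S on day 7. In the other sheets its fold changes correlated across genes with the ratios given here at r = 0.982 to 0.989 on day 4 and at −0.989 and −0.992 on day 7, where the table takes the ratio in the opposite direction, and the table was used only for this description. Spots cannot tell close relatives apart, among them the *ASP3*, *HXT*, *MAL*, *IMA*, *PAU* and *CUP1* genes.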

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

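The tests of the place of genes on the print layout, of a few strongly changed genes, of 4 brightness groups and of the bootstrap interval of the spread for the left arm of chromosome XV, and the tests of the print layout and of the copies for chromosomes I to III, were chosen after the results they bear on were seen. The other tests below were set beforehand.

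The difference between days 7 and 4 was itself tested in each couple with limma, and genes passed in all 3 couples. In BR-RF over BR-F it was called for 25 genes (17 with a higher ratio on day 7 and 8 with a lower one, 462 at an unadjusted p under 0.05), and for 17, 29 and 5 without replicate 1, 2 and 3. In BR-F over BR-S it was called for 13 genes (5 and 8, 368 at an unadjusted p under 0.05), and for 9, 15 and 1 without each replicate in turn. In BR-RF over BR-S it was called for 13 genes (7 and 6, 668 at an unadjusted p under 0.05), and for 3, 177 and 1 without each replicate in turn. The sulfonate dioxygenase gene *JLP1* had the largest difference in BR-RF over BR-F and in BR-F over BR-S, at 4.99 ± 0.43 (adjusted p = 0.00118) and −5.15 ± 0.43 (adjusted p = 0.000754). Array 3, which is all of biological replicate 2, carried the strains in opposite dyes on days 4 and 7 in every couple. A dye effect of a gene therefore adds to the difference between days, and fewer genes were called with a dye term, as given below.

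Among the 32 chromosome arms, 5 that the paper does not discuss passed the exact permutation test of the 8 BR-RF ratios against the 4 ratios of BR-F over BR-S with a difference of at least 0.2 on the log2 scale, and in each the mean was lower in the BR-RF ratios (two-sided p = 0.00404, adjusted p = 0.0162 over the arms). The differences were −0.31 for the left arm of chromosome II, −0.24 for the left arm of VI, −0.42 for the left arm of VIII, −0.20 for the right arm of XI and −0.25 for the right arm of XIV. The right arm of chromosome I differed by −0.67 and did not pass (exact permutation test, two-sided p = 0.0283, adjusted p = 0.0754). In the ratios of BR-F over BR-S the means of the 5 arms were 0.19, 0.18, 0.24, 0.11 and 0.16 relative to the other genes. In BR-RF over BR-S they were −0.0006, 0.06, −0.03, −0.05 and 0.02 on day 4, and 0.003, −0.02, −0.09, −0.01 and −0.09 on day 7. In BR-RF over BR-F they lay between −0.28 and −0.12 on day 4 and between −0.36 and −0.11 on day 7. The differences of these 5 arms thus lay in the ratios that hold BR-F, which stood higher there, rather than in BR-RF against BR-S. Dixon's test of the samples in 12 groups of 4 to 10 ratios found none that stood apart, where chance gives about 1 in 20 groups.

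The left arm of chromosome XV was higher in BR-RF than in both other strains. Its place on the print layout as the whole cause is argued against by the 201 other genes printed in the same row, whose median shift was 0.0606, and a few strongly changed genes by the 92.6% of 149 genes of the arm that lay above the median of the genes outside it. An extra copy that raises every gene by an equal step stays open, since the spread of the gene ratios, 1.87 times that outside the arm (0.472 against 0.252, and 0.921 times in BR-F over BR-S), had a 95% bootstrap interval (2000 draws) of 1.44 to 2.13 that takes in the bound of 1.5 set beforehand, and in 4 groups of genes from dim to bright, where the shift was 0.55, 0.50, 0.75 and 0.98, the spread was 1.73, 1.22, 1.98 and 1.13 times that outside, above the bound in 2 groups and below it in 2. The median shift of 0.64 lies near the 0.585 of 3 copies against 2, so a gain of copies, with or without differences that are specific to single genes, may account for the arm, as a hypothesis. The study's own qPCR of DNA, which was not analysed here, found copy numbers that differed significantly between genes of both arms of this chromosome in BR-RF. The paper takes this to point to partial duplications of the genome.

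Genes within 10 kb of a chromosome end were overrepresented among the genes higher in BR-F than in both other strains on day 4 (7 of 61 called genes, odds ratio 7.17, Fisher's exact test, p = 0.000138). Hybridisation of spots to several members of a gene family as the whole cause is argued against by the odds ratio of 6.34 without the named families (Fisher's exact test, p = 0.0153), although this rests on 3 called genes of the band. Lower mRNA of the histone deacetylase gene *HDA1* in BR-F is argued against by its log2 ratios against the other strains on day 4, the lower of which was 0.0691. Dim spots remain open, since among genes brighter than the median the odds ratio was 3.39 (Fisher's exact test, p = 0.0704) and also rested on 3 called genes. A difference in silencing near the ends that does not go through *HDA1* mRNA was not tested and may also be open.

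Genes of chromosomes I to III were lower in BR-RF over BR-F on day 7, with a median of −0.21, while on day 4 it was −0.01. Fewer copies in BR-RF at day 7 are argued against for chromosome II by its median of −0.0590 over 318 genes in BR-RF over BR-S on the same day (95% bootstrap interval −0.0915 to −0.0139), and stay undecided for chromosomes I and III, with medians of −0.362 over 77 genes (−0.553 to −0.171) and −0.101 over 111 genes (−0.226 to −0.00908) and of −0.111 and −0.183 in BR-RF over BR-F, which do not reach the −0.2 in both couples that fewer copies were taken to need. These intervals cover the spread between genes and not that between the biological replicates or print rows. They therefore cannot exclude a change of copies of chromosome II by themselves. Its left and right arms had means of 0.003 and −0.14 in BR-RF over BR-S on day 7, relative to the other genes. The genes of chromosomes I to III were printed in the first rows of the print blocks, and the genes of rows 1 and 2 lay lower than the other couples of day 7 imply, by −0.143 relative to the other rows (−0.0917 against 0.0513, 483 genes). The place on the print layout is therefore a candidate explanation for part of this pattern, and the left arm of chromosome II, named above, lies in the same print rows. No biological explanation other than a change of copies was tested.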

How the results depend on the processing

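The one-sample t-test on the authors' value table and the test of the windows without the ratios that placed them were chosen after the data were seen, and the other alternatives were not. No call on a named gene, no set test call and no region difference changed its direction under any alternative apart from the one-sample t-tests, where this was not followed. For reported ratios that were not called, the direction was not followed either. None of the scalings moved the median of all genes by more than 0.05 or the share of higher genes among the calls by more than 10 percentage points. The reported counts were 301 and 749 calls on days 4 and 7 in BR-RF over BR-F, 204 and 546 in BR-F over BR-S and 216 and 754 in BR-RF over BR-S, 59 and 175 for structured colonies, 79 and 255 for BR-RF and 75 and 225 for BR-F against both other strains, and 25, 13 and 13 for the difference between days in the 3 couples. Counts that moved by more than 1.5 times are given by setting, with days and couples in this order, and the others stayed within that range. The background-subtracted signal was on some arrays below the local background, which limits what can be read from dim spots, and only genes measured in both biological replicates could be called. The p-values rest on the spread between 2 biological replicates, and arrays that share an RNA extract may make the ratios of different couples dependent. Of the 501 calls on named genes, 275 were lost without replicate 3, 45 without replicate 1 and 30 without replicate 2, and the other settings lost 0 (no filter on marked spots) to 132 (the replicate block). Of the 118 set test calls, 0 to 14 were lost and 0 turned their direction. Except where fewer samples or genes were used, the cause was not tested. The calls on named genes counted here are those within a couple and day, and differences between days were not followed gene by gene.

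The random block for the biological replicate gave 493 and 1390 calls in BR-RF over BR-F, 534 and 1108 in BR-F over BR-S and 585 and 1213 in BR-RF over BR-S, 173 and 386 for structured colonies, 193 and 562 for BR-RF, 177 and 462 for BR-F, and 120, 101 and 301 for the difference between days. Its consensus correlation between the arrays of a dye swap was −0.292, and a negative value narrows the standard errors. The strain model gave 693, 1326, 560, 1263, 503 and 1427 calls in the same order, 166 and 495 for structured colonies, 221 and 641 for BR-RF, 244 and 527 for BR-F, and 75, 63 and 271 for the difference between days. Each couple and day fitted alone gave 61 calls in BR-RF over BR-F and 78 in BR-RF over BR-S on day 4, 861 in BR-F over BR-S and 1419 in BR-RF over BR-S on day 7, 322 for structured colonies on day 7, 9 for BR-RF and 36 for BR-F on day 4, and 3, 8 and 33 for the difference between days. With each of the 3 arrays as its own replicate, day 4 had 335 calls in BR-F over BR-S, 352 in BR-RF over BR-S and 92 for structured colonies, and the difference between days 45, 30 and 76. Print-block loess gave 374 calls in BR-F over BR-S, 99 for structured colonies and 132 for BR-F on day 4, 434 for BR-RF on day 7, and 61, 34 and 49 for the difference between days. Normexp background gave 45 calls for BR-RF and 48 for BR-F on day 4, and 15, 6 and 7 for the difference between days. A dye term gave 52 and 47 on day 4 and 3, 2 and 2 for the difference between days, at 1 residual degree of freedom fewer. Array 3 of every couple had opposite dyes on days 4 and 7, so without this term dye effects enter the difference between days. Median centring gave 44 for BR-F on day 4, and 15, 8 and 2 for the difference between days. The authors' value table gave 25 and 29 calls for the difference between days in BR-F over BR-S and BR-RF over BR-S, and leaving out the dimmest 20% of spots gave 27 in BR-RF over BR-S. At the study's thresholds, day 4 had 548, 427 and 437 calls in the 3 couples, 114 for structured colonies, 152 for BR-RF and 168 for BR-F, and the difference between days 385, 285 and 567. With the median of the genes of a region in place of the mean, the right arm of chromosome XII stood at −0.041 and no longer passed.

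A one-sample t-test over the 3 arrays, at the study's thresholds, gave 170 and 401 calls in BR-RF over BR-F, 368 in BR-RF over BR-S on day 7, 102 for structured colonies on day 7, 50 and 122 for BR-RF, and 38 and 95 for BR-F. On the authors' value table it gave 187, 431 and 383 calls in the same couples, 115 for structured colonies, 136 for BR-RF and 121 for BR-F on day 7. With Benjamini-Hochberg adjustment of this test, 3 genes were called in BR-F over BR-S on day 7 and 0 in each other count, on the ratios given here as on the value table, where limma made the calls above.

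A block for the replicate number left 97 and 447, 120 and 247, and 77 and 319 calls in the 3 couples, 31 and 72 for structured colonies, 21 and 107 for BR-RF, 36 and 110 for BR-F, and 5, 4 and 1 for the difference between days, and it takes up residual degrees of freedom. The numbers do not pair the replicates of days 4 and 7, since the difference between the biological replicates correlated across genes at −0.54, −0.01 and 0.04 between the days in the 3 couples, so that a call lost under this block is not a smaller effect.

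Without 1 replicate, the calls ranged from 59 to 317 and 482 to 900 in BR-RF over BR-F, 73 to 247 and 91 to 573 in BR-F over BR-S, and 96 to 229 and 131 to 1082 in BR-RF over BR-S. They ranged from 21 to 56 and 6 to 179 for structured colonies, 17 to 70 and 62 to 234 for BR-RF, 14 to 78 and 28 to 265 for BR-F, and 5 to 29, 1 to 15 and 1 to 177 for the difference between days. For each of these counts the replicate was left out only of the couples and days that the count covers, and was kept in the others. All the lowest counts were those without replicate 3, which leaves only the averaged dye swap in the couples and days counted. There the lone biological replicate was assumed to vary like those of the other couples and days. The left arm of chromosome XV stood at 0.61 to 0.68, chromosome IX at 0.25 to 0.31 and the right arm of chromosome XII at −0.124 to −0.0846, and the windows of chromosomes XV, IX and XII at 0.66 to 0.73, 0.26 to 0.33 and −0.49 to −0.40. Without replicate 3 fewer ratios were left and the permutation test could not pass for any region, and the right arm of chromosome XII did not pass without replicate 1 either.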

Differences from the paper's values

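The one-sample t-test on the authors' value table was chosen after the values were seen. Of 27 values that the paper gives as counts or sizes and that were also computed here, 0 differed by more than 1.5 times at the study's thresholds. With alternatives set before the data were examined, 15 of them differed when an adjusted p was asked for, 24 with a one-sample t-test over the 3 arrays in place of the paper's ANOVA in MeV, 27 with its Benjamini-Hochberg adjustment, 12 with normexp background, 1 with print-block loess, 1 without replicate 2 and 1 without replicate 3, and all 3 of those on windows differed with windows of a smaller size. With the same t-test on the authors' value table 23 differed, and 27 after adjustment.

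Of the genes that the paper gives as higher in structured or in smooth colonies, 36 were followed one by one. They were those named in its text, with *INO1* and *FAR3*, which stand only in Table 1. The rest of Table 1 was counted by its rows. Of the 36, 20 were called in the stated direction in both BR-F and BR-RF over BR-S on at least 1 day. Of the other 16, 11 were called in 1 strain. *ITR1* was called in BR-F, with 0.54 (adjusted p = 0.257) in BR-RF on day 4, as were *INO1* (1.18, adjusted p = 0.0697), *TEC1* (0.69, adjusted p = 0.164) and *PHO84* (-0.57, adjusted p = 0.2) on the same day. *YBL036C* was called in BR-F on day 7, with 0.74 (adjusted p = 0.0684) in BR-RF. The others were called in BR-RF on day 7, with values in BR-F of -0.59 (adjusted p = 0.185) for *SUR1*, -0.60 (adjusted p = 0.0991) for *ELO3*, -0.89 (adjusted p = 0.119) for *PHO87*, -0.58 (adjusted p = 0.0825) for *TMA23* and -0.54 (adjusted p = 0.0608) for *IOC4*, while *TSA1* was not measured in both replicates of BR-F that day. Called in neither strain were *PER1* (0.64, adjusted p = 0.144 in BR-F and 0.73, adjusted p = 0.105 in BR-RF on day 4), *GRX3* (0.69, adjusted p = 0.0652 and 0.57, adjusted p = 0.13 on day 4), *DDI3* (0.82, adjusted p = 0.122 and 0.21, adjusted p = 0.695 on day 7), *HHT1* (-0.97, adjusted p = 0.0911 and -1.04, adjusted p = 0.0593 on day 7) and *FAR3* (0.58, adjusted p = 0.276 and 0.92, adjusted p = 0.0744 on day 7).

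Several settings called some of these 16 genes in both strains. The study's thresholds called 7 of them (*PER1*, *INO1*, *ELO3*, *PHO87*, *YBL036C*, *TEC1* and *HHT1*), the random block for the biological replicate 10 (*PER1*, *ITR1*, *INO1*, *ELO3*, *PHO87*, *GRX3*, *YBL036C*, *TEC1*, *TMA23* and *HHT1*) and the strain model 13 (all without *PHO87*, *YBL036C* and *DDI3*), and these dropped 0 of the 20. The negative correlation of −0.292 in the random block narrows its standard errors, so its added calls are not separate evidence for these genes. Print-block loess called 5 (*PER1*, *ITR1*, *INO1*, *ELO3* and *YBL036C*) and dropped 3, each couple and day alone 6 (*PER1*, *ELO3*, *PHO87*, *YBL036C*, *TEC1* and *HHT1*) and dropped 3, each array as its own replicate 2 (*INO1* and *TEC1*) and dropped 2, the authors' value table 2 (*TSA1* and *IOC4*) and dropped 0, and the dye term 1 (*IOC4*) and dropped 8. The one-sample t-test called 3 (*ELO3*, *PHO87* and *HHT1*) and dropped 6. On the authors' value table, a setting chosen after the values were seen, it called these and *TSA1* and dropped 4. No setting called *DDI3* in both.

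Table 1 lists *ERG3* as higher in smooth colonies on day 4 only, and on that day it was lower in both structured strains, at -1.95 and -0.70. On day 7, which this listing does not cover, it was lower in BR-F, at -0.71, but higher in BR-RF, at 1.50. *RPP2A*, which Table 1 lists for smooth colonies on day 7, was higher in BR-RF, at 1.40 (adjusted p = 0.00286), with -0.62 (adjusted p = 0.1) in BR-F. For genes of copper and iron homeostasis the paper states higher expression in smooth colonies. Of the fixed copper list, 3 of 10 fell and 0 rose in BR-F over BR-S on day 7, and 5 of 10 fell and 0 rose in BR-RF over BR-S, while of the fixed iron list 10 of 26 rose and 3 fell in BR-F over BR-S on day 7, and 1 of 23 rose and 1 fell in BR-RF over BR-S. For the iron genes in BR-F the rise did not pass with an estimated correlation (set test adjusted p = 0.00208, adjusted p = 0.107 with an estimated correlation). *FRE6*, which Table 1 lists, had ratios below 0 in both strains on day 7, at -1.01 (adjusted p = 0.032) in BR-F and -0.65 (adjusted p = 0.0993) in BR-RF, where it was not called. *CRS5*, which Table 1 also lists, belongs to the fixed copper list and was at -0.98 (adjusted p = 0.00595) and -0.65 (adjusted p = 0.0306). For *FLO11* the paper reports recovered expression in BR-RF from a northern blot, and recovered protein from Flo11p-GFP, which was below detection in BR-S. Here the log2 ratio was 0.14 (adjusted p = 0.594) in BR-F and 0.21 (adjusted p = 0.354) in BR-RF over BR-S on day 7, and -0.27 (adjusted p = 0.332) and 0.02 (adjusted p = 0.959) in BR-RF over BR-F on days 4 and 7, while over BR-S on day 4 it was not measured in both replicates. Each of these ratios rests on 2 arrays, and they did not separate the wild BR-F from BR-S either. The spots therefore cannot decide whether *FLO11* expression recovered in BR-RF. The legend of Fig. 5 names chromosome VII where the text names chromosome XII, and here the right arm of XII differed in BR-RF (−0.10) and the left and right arms of VII by −0.02 and −0.01.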

Other observations

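Genes of sulfur assimilation, which make methionine and cysteine from sulfate, separated BR-RF from BR-F on day 7. Of 29 measured, 14 rose and 0 fell in BR-RF (14 higher and 0 lower when adjusted over the list alone, median 0.77, set test adjusted p = 1.08e-07, and adjusted p = 0.0396 with an estimated correlation), among them *MET22* (YOL064C), which lies on the left arm of chromosome XV, whose genes were higher as a whole in BR-RF, at 1.83 ± 0.25 and *MET2* (YNL277W), homoserine acetyltransferase, at 1.34 ± 0.19. In BR-F over BR-S several of these genes were higher on day 4 and lower on day 7. The ATP sulfurylase gene *MET3* (YJR010W) was at 0.88 ± 0.16 on day 4, and its difference between days was −1.88 ± 0.23 (adjusted p = 0.00924), and *JLP1* (YLL057C) was at 3.24 ± 0.31 on day 4 and -1.92 ± 0.31 on day 7. The cysteine transporter gene *YCT1* (YLL055W) was at 1.03 and −1.49, and its difference between days was −2.52 ± 0.33 (adjusted p = 0.0137). These differences between days were not followed under other settings. Ergosterol genes were also higher in BR-RF than in BR-F on day 7, where 7 of 23 rose and 0 fell (7 higher and 0 lower when adjusted over the list alone, median 0.33, set test adjusted p = 2.38e-05, and adjusted p = 0.0396 with an estimated correlation), with *ERG11* (YHR007C), lanosterol demethylase, at 1.44 ± 0.22 and *ERG5* (YMR015C), sterol desaturase, at 1.29 ± 0.19. Without replicate 3, 2 of these calls were lost (*MET3* and *JLP1*, log2 ratios of -1.89 to 0.97).

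The seripauperin genes, a family of cell wall mannoproteins near chromosome ends whose spots cannot be told from each other, were higher in BR-F than in both other strains. On day 7, 13 of 22 fell and 0 rose in BR-RF over BR-F (0 higher and 21 lower when adjusted over the list alone, median -0.82, set test adjusted p = 1.97e-11, adjusted p = 0.209 with an estimated correlation), and 6 rose and 0 fell in BR-F over BR-S (13 higher and 0 lower when adjusted over the list alone, median 0.56, set test adjusted p = 7.57e-07, adjusted p = 0.285 with an estimated correlation). *PAU3* (YCR104W) was at -1.76 ± 0.29 and 1.63 ± 0.29. Genes of the TCA cycle fell in BR-RF over BR-F on day 7, 7 of 16 with 0 that rose (0 higher and 9 lower when adjusted over the list alone, median -0.59, set test adjusted p = 4.41e-05, adjusted p = 0.209 with an estimated correlation), and the mitochondrial citrate synthase gene *CIT3* (YPR001W) was at -1.67 ± 0.26 and the succinate dehydrogenase gene *SDH1* (YKL148C) at -1.23 ± 0.20. Genes of biotin and vitamin synthesis rose in BR-F over BR-S on day 4, 7 of 22 with 0 that fell (10 higher and 0 lower when adjusted over the list alone, median 0.51, set test adjusted p = 1.17e-06, adjusted p = 0.0751 with an estimated correlation), among them *BNA2* (YJR078W) of NAD synthesis at 2.42 ± 0.44 and the pyridoxine synthesis gene *SNZ1* (YMR096W) at 1.33 ± 0.20. *SNZ1* also counts among markers of stationary phase. Calls on *PAU3* and *SNZ1* were lost without replicate 3 (2 in all, log2 ratios of 1.36 to 1.95), and at least 1 other setting ended a call on *BNA2*.

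Of 9 early meiosis genes, 1 rose in BR-F over BR-S on day 4 (*RIM4*, log2 ratio 0.83 ± 0.19), and of 13 haploid-specific and mating genes 1 rose (*SST2*, log2 ratio 0.80 ± 0.20). Of 23 genes of S phase and G1 cyclins 2 rose and 0 fell in BR-RF over BR-F on day 7 (6 at an unadjusted p under 0.05 from limma, 2 higher and 0 lower when adjusted over the list alone). Of 19 quiescence and stationary phase genes, 9 fell and 2 rose in BR-RF over BR-F on day 7 (3 higher and 11 lower when adjusted over the list alone, median -0.76, set test adjusted p = 0.00226, adjusted p = 0.267 with an estimated correlation). The glucose starvation gene *SPI1* (YER150W) was at -1.83 ± 0.24 and the small heat shock protein gene *HSP26* (YBR072W) at -1.15 ± 0.34. *HSP26* and *PAU3* lie on chromosomes II and III, whose print rows stood lower in this couple on day 7. Of these calls, 3 were lost without replicate 3 (*RIM4*, *SST2* and *HSP26*, log2 ratios of -0.35 to 0.94), and other settings ended calls on *RIM4*, *SST2* and *HSP26*.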
